# Transcriptome analyses based on genetic screens for Pax3 myogenic targets in the mouse embryo

**DOI:** 10.1186/1471-2164-11-696

**Published:** 2010-12-08

**Authors:** Mounia Lagha, Takahiko Sato, Béatrice Regnault, Ana Cumano, Aimée Zuniga, Jonathan Licht, Frédéric Relaix, Margaret Buckingham

## Abstract

**Background:**

Pax3 is a key upstream regulator of the onset of myogenesis, controlling progenitor cell survival and behaviour as well as entry into the myogenic programme. It functions in the dermomyotome of the somite from which skeletal muscle derives and in progenitor cell populations that migrate from the somite such as those of the limbs. Few Pax3 target genes have been identified. Identifying genes that lie genetically downstream of *Pax3 *is therefore an important endeavour in elucidating the myogenic gene regulatory network.

**Results:**

We have undertaken a screen in the mouse embryo which employs a *Pax3^GFP ^*allele that permits isolation of Pax3 expressing cells by flow cytometry and a *Pax3^PAX3-FKHR ^*allele that encodes PAX3-FKHR in which the DNA binding domain of Pax3 is fused to the strong transcriptional activation domain of FKHR. This constitutes a gain of function allele that rescues the *Pax3 *mutant phenotype. Microarray comparisons were carried out between *Pax3^GFP/+ ^*and *Pax3^GFP/PAX3-FKHR ^*preparations from the hypaxial dermomyotome of somites at E9.5 and forelimb buds at E10.5. A further transcriptome comparison between Pax3-GFP positive and negative cells identified sequences specific to myogenic progenitors in the forelimb buds. Potential Pax3 targets, based on changes in transcript levels on the gain of function genetic background, were validated by analysis on loss or partial loss of function *Pax3 *mutant backgrounds. Sequences that are up- or down-regulated in the presence of PAX3-FKHR are classified as somite only, somite and limb or limb only. The latter should not contain sequences from Pax3 positive neural crest cells which do not invade the limbs. Verification by whole mount *in situ *hybridisation distinguishes myogenic markers. Presentation of potential Pax3 target genes focuses on signalling pathways and on transcriptional regulation.

**Conclusions:**

Pax3 orchestrates many of the signalling pathways implicated in the activation or repression of myogenesis by regulating effectors and also, notably, inhibitors of these pathways. Important transcriptional regulators of myogenesis are candidate Pax3 targets. Myogenic determination genes, such as *Myf5 *are controlled positively, whereas the effect of *Pax3 *on genes encoding inhibitors of myogenesis provides a potential brake on differentiation. In the progenitor cell population, *Pax7 *and also *Hdac5 *which is a potential repressor of *Foxc2*, are subject to positive control by *Pax3*.

## Background

During embryonic development, the Pax family of transcription factors play important roles in cell type specification and organogenesis [1]. In vertebrates, Pax3 is a key upstream regulator of skeletal myogenesis. This paired-box homeo-domain transcription factor is present in myogenic progenitor cells of the developing muscle masses and also in the multipotent cells of the somites from which all skeletal muscles in the trunk and limbs derive. Somites form as segments of paraxial mesoderm following a rostral/caudal gradient on either side of the embryonic axis. Initially Pax3 is expressed throughout the epithelial somite and then becomes restricted to the dorsal domain, the dermomyotome, which maintains an epithelial structure. The ventral somite gives rise to bone and cartilage of the vertebral column and ribs, whereas the Pax3 positive cells of the dermomyotome give rise to other mesodermal derivatives, including derm, smooth muscle and endothelial cells, as well as skeletal muscle. Experiments in the chick embryo [2-4] and in the mouse [5] have shown that different cell types derive from a single Pax3 positive cell. Myogenic progenitors delaminate from the edges of the dermomyotome to form the underlying skeletal muscle of the myotome. As development proceeds, the central domain of the dermomyotome where Pax7, the paralogue of Pax3, is also expressed, loses its epithelial structure and these Pax positive cells enter the underlying muscle masses where they constitute a progenitor cell population for all subsequent muscle growth. In the absence of both Pax3 and Pax7, these cells fail to enter the myogenic programme and many of them die [6]. The hypaxial domain of the dermomyotome, where Pax3, but not Pax7, is mainly expressed in the mouse, is an important source of myogenic progenitors. At the level of the limb buds, cells migrate from this domain to form the skeletal muscle masses of the limb. In the absence of Pax3, these cells fail to delaminate and migrate and subsequently undergo cell death [1]. Pax3 therefore controls migration of myogenic progenitor cells from the somite, entry into the myogenic programme and survival.

In order to understand how Pax3 functions in the multipotent cells of the dermomyotome and subsequently in myogenic progenitors, it is necessary to characterize Pax3 targets. During myogenesis *in vivo *very few targets have been identified. Notably, *c-Met *has been proposed as a direct Pax3 target [7]. This gene encodes a tyrosine kinase receptor that interacts with HGF, required for the delamination, and probably also the migration, and proliferation of myogenic progenitors [8]. Pax3 activation of the *c-Met *promoter, although not fully demonstrated *in vivo*, provides an explanation for the absence of progenitor cell migration and limb myogenesis in *Pax3 *mutants. This is also consistent with rescue of the ectopic migration seen in *Pax3*^*PAX3-FKHR/+ *^embryos, when c-Met is absent [9]. Entry of Pax3/7 positive progenitor cells into the myogenic programme depends on the myogenic determination factors, Myf5 and MyoD. Analysis of regulatory sequences in the 5' flanking region of *Myf5*, led to the characterization of an element at -57.5 kb from the gene that is responsible for transcription in the limb buds and older hypaxial somite. Activation of this element depends directly on Pax3 [10]. The *MyoD *gene is also regulated by a Pax3/7 binding site [11], although this regulation has not been explored in an embryonic context. Pax7 has a more limited expression pattern than Pax3 in the mouse somite, however they probably share many of the same targets, as indicated by the embryonic phenotype of a *Pax3^Pax7/Pax7 ^*mouse line in which Pax7 replaces Pax3 [12]. Further Pax3/7 targets have been identified using the C2 muscle cell line in which Pax3 or Pax7 was over-expressed [13,14]. In this context the *Myf5 *regulatory sequence targeted by Pax3 in the embryo was also shown to be a Pax7 target. *Id3*, which encodes a potential inhibitor of basic-helix-loop-helix transcription factors such as Myf5 or MyoD, was identified as a direct Pax3 target [14]. In the context of human Rhabdomyosarcomas, which result from a chromosomal translocation leading to the expression of a fusion protein, PAX3-FKHR or PAX7-FKHR in which the PAX DNA binding domain is followed by the strong transcriptional activation domain of the FOXO1A (FKHR) factor, a number of microarray screens have been performed on cultured cells (for review see [15]). Examples are provided by cDNA two colour arrays in which the authors identified genes differentially regulated by PAX3 or PAX3-FKHR over-expression in NIH3T3 cells [16], by Affymetrix arrays to find genes induced by PAX3 expression in a human medulloblastoma cell line [17], or by a casting approach of cyclic amplification and selection of cis-regulatory elements bound by human PAX3, PAX3-FKHR or murine Pax3 [18]. Very few target genes were common to these three approaches, probably reflecting the artificial conditions of the screens.

More recently, we have initiated a screen to systematically look for Pax3 targets in the mouse embryo. Since myogenic progenitors tend to die in the absence of Pax3, complicating the interpretation of a screen based on a comparison with material from *Pax3 *mutants, we used a gain of function approach. This was based on a *Pax3^PAX3-FKHR-IRESnlacZ/+ ^*(*Pax3^PAX3-FKHR/+^*) line that we had made, in which Pax3 targets such as *c-Met*, are over-activated. *Pax3^PAX3-FKHR ^*thus constitutes a *Pax3 *gain of function allele. We had previously shown that in *Pax3^PAX3-FKHR/Splotch ^*embryos (where *Splotch *is a spontaneously occurring *Pax3 *mutant allele) the *Pax3 *mutant phenotype is not observed, indicating that PAX3-FKHR can replace Pax3, which thus acts as a transcriptional activator in the myogenic context [9]. A *Pax3^GFP/+ ^*mouse line [6] permitted isolation of Pax3-GFP progenitor cells by flow cytometry, so that the transcriptomes of purified populations of *Pax3*^*GFP/*+ ^versus *Pax3*^*PAX3-FKHR/GFP *^cells could be compared by microarray analysis. This screen led to the identification of *Sprouty1 *and *Fgfr4 *shown to be a direct Pax3 target, and the demonstration that the self-renewal, versus entry into the myogenic programme, of myogenic progenitors is partly orchestrated by Pax3 modulation of FGF signalling [19]. *Dmrt2*, was also identified as a direct Pax3 target. This gene encodes a transcription factor, present in the Pax3 positive cells of the dermomytome, which regulates an early epaxial enhancer element of the *Myf5 *gene, required for the onset of myogenesis in the somite [20]. This screen also revealed that *Foxc2 *is negatively controlled by *Pax3*, and that this genetic repression is reciprocal in the epithelial somite and subsequently in the dermomyotome where these genes are co-expressed. Modulation of this equilibrium affects cell fate choices, resulting in Pax3 positive myogenic progenitors or Foxc2 positive vascular progenitors [21].

In this paper, we provide the first documentation of the *in vivo *gain of function screen for Pax3 targets and present data on other interesting candidates.

## Results and Discussion

### Experimental strategy and microarray results

Our strategy depended on the purification of Pax3 positive cells, which was implemented using a mouse line (*Pax3^GFP/+^*) in which one allele of *Pax3 *had been targeted with a GFP coding sequence [6], so that cells expressing this allele could be isolated by flow cytometry. This line was crossed onto the conditional *Pax3^PAX3-FKHR-IRESnlacZ/+ ^*(*Pax3^PAX3-FKHR/+^*) line [9] to produce *Pax3^PAX3-FKHR/GFP ^*embryos. After a further cross with a *PGK-Cre *transgenic line [22], this resulted in a *Pax3 *gain of function genetic background. In the crosses used here, *Pax3^PAX3-FKHR/GFP ^*embryos had a similar phenotype to *Pax3^PAX3-FKHR/+ ^*embryos. From our previous analysis of the *Pax3^PAX3-FKHR/+ ^*line [9], we know that PAX3-FKHR can save the *Pax3 *mutant phenotype, thus substituting for Pax3. This is accompanied by over-activation of known Pax3 targets such as *c-Met*, leading to some myogenic abnormalities. We used this allele to generate a gain of function genetic background. Somites in the interlimb region of E9.5 *Pax3^GFP/+ ^*(Figure 1A) and *Pax3^PAX3-FKHR/GFP ^*(Figure 1B) embryos were dissected to obtain the dorsal epithelial structure of the dermomyotome, which was cut away from the epaxial domain adjacent to the neural tube. This corresponds to a stage when most myogenic progenitors are still present in the dermomyotome, with cells delaminating from the epaxial dermomyotome to form the early skeletal muscle of the myotome. Care was taken to avoid Pax3 positive cells in the dorsal neural tube, although the presence of migrating neural crest cells from this source, that also express Pax3 [1], could not be excluded. Forelimb buds were dissected from *Pax3^GFP/+^*(Figure 1C) and *Pax3^PAX3-FKHR/GFP ^*(Figure 1D) embryos at E10.5, when Pax3 positive cells had migrated from the hypaxial domain of adjacent somites, but had not yet formed differentiated skeletal muscle in the forelimb buds. In this case, neural crest should be absent, since these cells do not enter the limb buds. After dissection, cells were dissociated from pooled samples of somites or forelimb buds from *Pax3^GFP/+ ^*and *Pax3*^*PAX3-FKHR/GFP *^embryos and separated by flow cytometry to obtain GFP positive fractions for microarray analysis (Figure 1E). In addition to the comparison of GFP+ cells from *Pax3^PAX3-FKHR/GFP^*; *Pax3^GFP/+^*embryos, GFP+/GFP- populations were compared from *Pax3^GFP/+ ^*embryos to identify sequences specific to Pax3 positive myogenic progenitors (Figure 1F). 

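Transcripts of GFP+ and GFP- cells from forelimb buds at E10.5 were measured on 9 Affymetrix expression arrays, 3 for each of 3 groups. The groups were GFP+ cells of Pax3PAX3-FKHR/GFP embryos (PAX3-FKHR GFP+), GFP+ cells of Pax3GFP/+ embryos (control GFP+) and GFP- cells. The sample labels give no genotype for the GFP- cells. The results and the statistical methods take these cells from Pax3GFP/+ embryos, while the microarray methods list a Pax3+/+ group, so their genotype is left open. Each group has replicates numbered 1 to 3, n = 3 for each mean given, and the number of arrays limits the precision of each value. The authors' deposited values are RMA values on the log2 scale for the probe sets of the array, of which 45037 were tested after 64 array controls were set aside. The present and absent calls of the GCOS software are not among the values held, so the study's filter on them was not repeated. All 9 arrays were fitted in 1 limma model with an intensity trend. A probe set is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. Each log2 fold change given is PAX3-FKHR GFP+ minus control GFP+ ("with PAX3-FKHR") or control GFP+ minus GFP-, with the standard error of the fit. A gene is represented by its brightest probe set with 1 gene symbol, unless a probe set is named. Gene lists fixed before the array values were examined were set against all other genes with limma's camera. The preset correlation was 0.01, and p was adjusted over 25 lists. Some members, such as Egr2, Npnt and Dbx1, are also in the study's forelimb tables, which were chosen on these arrays. The list results are therefore not fully independent of those tables. The smallest two-sided exact p that 3 arrays against 3 allow in a permutation test is 0.1.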

Obtaining enough material is a challenge at these embryonic stages, particularly from the forelimb bud which contains about 1000 Pax3 positive cells at E10.5, so that it was necessary to prepare material from >100 embryos with each genetic background in order to have enough material for cDNA synthesis, sample verification (see Additional file 1 Figure S1) and triplicate Affymetrix chip analyses.

**Figure 1:**
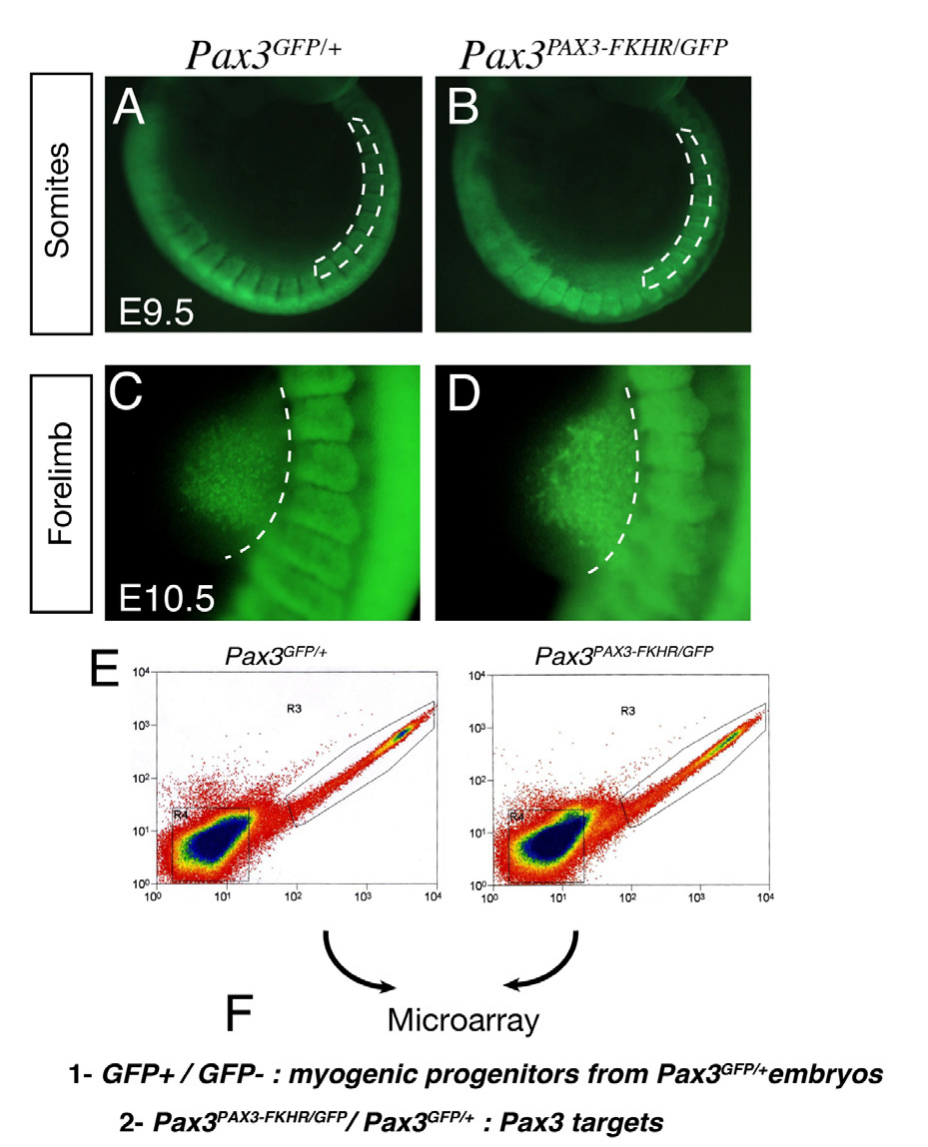
**Strategy of the screen for Pax3 targets**. (A-D) Embryos viewed under a fluorescence microscope from *Pax3^GFP/+ ^*(A, C) and *Pax3^PAX3-FKHR/GFP ^*(B, D) mouse lines at E9.5, focussing on the interlimb somites (A, C) and at E10.5 focussing on the forelimb bud (B, D). Dotted lines indicate the region dissected. (E) Isolation of GFP positive cells by flow cytometry from the two genotypes indicated, shown for material from E10.5 forelimb buds. The region R3, outlined in E, was used for transcriptome analysis of GFP positive cells. GFP negative cells were obtained from the R4 window shown in (E). (F) Microarrays were performed on RNA isolated from cells of interlimb somites and forelimb buds (A-D) with the genotypes indicated. The comparisons gave information about sequences that mark Pax3 positive myogenic progenitors (1) and that are candidate Pax3 targets (2).

Raw data were pre-processed to obtain expression values using the RMA (Robust Multichip Analysis) algorithm. Unreliable probe-sets called "absent" by Affymetrix Gene Chip Operating Software (GCOS) software (http://www.affymetrix.com/support/downloads/manuals/data_analysis_fundamentals_manual.pdf website) for at least 2 GeneChips out of 3 were discarded. LPE (Local Pooled Error) tests [23] were performed to identify significant differences in gene expression among *Pax3^PAX3-FKHR/GFP^*; *Pax3*^*GFP/+ *^and GFP+; GFP- samples. Benjamini-Hochberg (BH) [24] multiple-test correction was applied to control for the number of false positives with an adjusted 5% statistical significance threshold.

These data are available on the http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE22041 website.

Comparisons for E9.5 dermomyotome and E10.5 forelimb bud preparations are presented in Additional file 2 Tables S1-S3. Genes that are up-regulated (A) or down-regulated (B) in both somites and limb buds are shown in Additional file 2 Table S1. 

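In forelimb bud GFP+ cells, 178 probe sets for 126 genes were higher and 64 probe sets for 51 genes were lower with PAX3-FKHR than in the control GFP+ cells. Among the largest rises, Coch had a log2 fold change of 2.72 (standard error 0.25, adjusted p = 0.0012) and Entpd3, an enzyme that breaks down extracellular nucleotides, 2.55 (standard error 0.14, adjusted p = 5.06e-05). Tenm2 rose by 2.53 (adjusted p = 1.34e-04), Scn3b, a sodium channel subunit, by 2.45 (adjusted p = 4.23e-04), Crtac1 by 2.36 (adjusted p = 6.74e-05) and C1qtnf3 by 2.91 (adjusted p = 0.0390), and Nav2 rose too (adjusted p = 0.0434). Among the lower genes, Diras2, a small GTPase, had a log2 fold change of -3.75 (standard error 0.20, adjusted p = 5.06e-05) and Tmem30b -2.83 (standard error 0.22, adjusted p = 3.38e-04). Hoxb5os, a transcript of the Hoxb cluster, was at -2.93 (adjusted p = 0.0051), the receptor gene Tacr3 at -2.45 (adjusted p = 7.18e-05), Fam107a at -2.32 (adjusted p = 5.06e-05), Aldh1a7 at -1.85 (adjusted p = 0.0062) and C130071C03Rik at -1.69 (adjusted p = 0.0051). Over the 45037 probe sets tested, all PAX3-FKHR GFP+ arrays lay above all control GFP+ arrays on 2264 (5%) and below them on 3146 (7%), and chance gives 10% for both directions together. At an unadjusted p under 0.05, 1584 probe sets were higher and 1643 lower. Of the 91 probe sets of Table S1A, all were higher in the forelimb bud and 68 were called, and of the 20 of Table S1B, all were lower and 14 were called. The study chose these tables on these arrays, so they are not independent evidence of direction. Probe sets called higher and lower numbered 107 and 29 without PAX3-FKHR GFP+ replicate 1, 73 and 31 without replicate 2, 110 and 25 without replicate 3, and 92 and 38 without control GFP+ replicate 1. C1qtnf3 was not called whichever of the 6 arrays compared was left out (adjusted p from 0.0562 to 0.174). Crtac1 was at 2.02 (adjusted p = 0.0012) on another probe set of Tables S1 and S2. Tenm2 was called higher on 2 of its 4 probe sets, Crtac1 higher on 3 of 4, Diras2 lower on 1 of 2, Tacr3 lower on 2 of 3, Fam107a lower on 1 of 3 and C130071C03Rik lower on 1 of 4. Nav2 was called higher on 1 of its 8 probe sets. C1qtnf3 (adjusted p = 0.0745) was not called with replicate numbers as a block. C1qtnf3 (adjusted p = 0.0017) was called with this block on the 6 arrays compared, a fit added after the values were seen.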

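The probe sets that the study lists for the forelimb bud alone had the tables' direction on these arrays. Of the 80 probe sets of Table S2A, all were higher with PAX3-FKHR and 48 were called, and of the 35 of Table S2B, all were lower and 22 were called. Over the 226 forelimb probe sets of Tables S1 and S2, 152 were called. They, too, were chosen on these arrays and are not independent evidence of direction. Of the called probe sets, 62 higher and 28 lower ones are in neither table. The number called in the tables was 83 without PAX3-FKHR GFP+ replicate 2, 96 without replicate 3 and 98 without control GFP+ replicate 1. From such changes in the gain-of-function embryos, the paper reasons that the genes are potential Pax3 targets (Fig. 1F).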

Additional file 2 Table S2 shows genes up-regulated (A) or down-regulated (B) for forelimb buds only, whereas Additional file 2 Table S3A and B shows such genes in somites only. Transcripts absent from the Pax3-GFP positive population, but observed in the presence of PAX3-FKHR are not included, since they may be due to non-PAX3 dependent FKHR activity. Transcripts that are present in Pax3-GFP positive cells and not detectable in the presence of PAX3-FKHR were retained. 

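Pax3 transcripts were lower in the PAX3-FKHR GFP+ cells than in the control GFP+ cells, and lower still in the GFP- cells. On the brightest probe set Pax3 was at 7.10 ± 0.25 (mean ± SD of log2 values) with PAX3-FKHR, 9.70 ± 0.67 in the control GFP+ cells and 5.03 ± 0.22 in the GFP- cells. This is a log2 fold change of -2.59 (standard error 0.29, adjusted p = 0.0036) with PAX3-FKHR. It fell on the second and the third probe set as well, with -2.83 (standard error 0.20, adjusted p = 1.84e-04) and -2.30 (standard error 0.33, adjusted p = 0.0129). On another probe set of Table S1B, which has no gene symbol of its own, the log2 fold change was -1.29 (standard error 0.40, adjusted p = 0.400). The PAX3-FKHR GFP+ cells lay above the GFP- cells by 2.08 (adjusted p = 0.0021) on the brightest probe set, 3.03 (adjusted p = 1.43e-05) on the second and 1.33 (adjusted p = 0.0358) on the third. Foxo1, the mouse gene of the forkhead factor fused to PAX3, was at 0.76 (adjusted p = 0.0551) on its brightest probe set with PAX3-FKHR, and at 0.68 (adjusted p = 0.401), 0.92 (adjusted p = 0.207) and -0.33 (adjusted p = 0.741) on the others. Whether these probe sets also detect the FKHR part of the fusion transcript is not settled by these values. Pax3 on the third was not called without PAX3-FKHR GFP+ replicate 1 or 2 or control GFP+ replicate 1 (adjusted p from 0.0620 to 0.0749). The Pax3 probe set of Table S1B passed the test without control GFP+ replicate 2 (adjusted p = 0.0268).

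**Figure D1:**
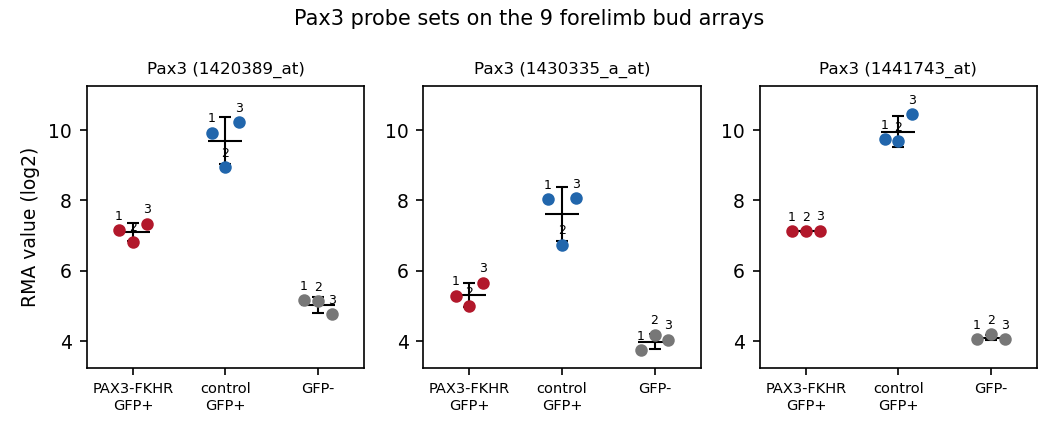
RMA values (log2) of 3 Pax3 probe sets on each of the 9 arrays, numbered by replicate, with the mean and SD (n = 3) of each group. In the right panel the PAX3-FKHR GFP+ arrays sit between 7.12 and 7.14, the control GFP+ arrays between 9.68 and 10.45 and the GFP- arrays between 4.05 and 4.19.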

*Pax3 *transcripts are in this category and indeed provide a control, since the mouse gene is not transcribed in *Pax3*^*PAX3-FKHR/GFP *^embryos. The additional microarray screen, in which the transcriptome of the GFP negative cell population was compared to that of the Pax3-GFP positive population, gives an overview of transcripts that characterise myogenic progenitor cells of the forelimb bud, as shown in Additional file 3 Table S4.

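Control GFP+ cells carried higher levels of transcripts of limb muscle progenitors than GFP- cells, and lower levels of those of limb mesenchyme. In all, 827 probe sets for 634 genes were higher and 1804 probe sets for 735 genes were lower in the control GFP+ cells. Of 29 myogenic regulators, 22 were called higher and 0 lower, and 7 did not pass the test (23 and 0 adjusted over the list alone, camera adjusted p = 6.68e-29). Msc rose by 3.21 (adjusted p = 2.72e-04), Vgll2 by 2.80 (adjusted p = 7.06e-05), Meox1 by 2.08 (adjusted p = 1.23e-04) and Tbx1 by 1.67 (adjusted p = 4.66e-04). Of 31 limb mesenchyme markers, 0 were called higher and 20 lower, and 11 did not pass the test (0 and 22 adjusted over the list alone, camera adjusted p = 4.20e-31). Msx2 fell by 2.11 (adjusted p = 1.46e-04), Tbx5, a forelimb gene, by 1.67 (adjusted p = 2.72e-04), Tbx2 by 2.05 (adjusted p = 2.88e-04) and Lhx9 by 2.58 (adjusted p = 5.03e-04). Of 27 limb ectoderm markers, 0 were called higher and 6 lower, and 21 did not pass the test (0 and 17 adjusted over the list alone, camera adjusted p = 1.14e-14, adjusted p = 0.105 with an estimated correlation). Of 25 blood and macrophage markers, 0 were called higher and 1 lower, and 24 did not pass the test (0 and 1 adjusted over the list alone, camera adjusted p = 9.27e-08, adjusted p = 0.298 with an estimated correlation), with Klf1, an erythroid factor, at -2.40 (adjusted p = 0.0309). The replicates spread widely over this list, with mean deviations of -0.33, 0.93 and 1.47 on the GFP- arrays and -0.39, 0.32 and -1.19 on the control GFP+ arrays, so the 2 groups overlap. Of the 249 probe sets of Table S4, a list the study chose on these arrays and so not independent evidence, all were higher in the control GFP+ cells and 205 were called, with a median log2 fold change of 1.34. With PAX3-FKHR, 34 of them were called higher, 24 lower and 191 neither. Probe sets called higher and lower numbered 472 and 1129 without GFP- replicate 1, those higher 528 without GFP- replicate 2, and those lower 1070 without control GFP+ replicate 2 and 1158 without GFP- replicate 3. Klf1 was not called without control GFP+ replicate 1 or 3 or GFP- replicate 2 or 3 (adjusted p from 0.0694 to 0.0982). The paper takes transcripts found in GFP+ cells and absent from GFP- cells as those that characterise myogenic progenitors of the forelimb bud, while higher levels were tested here.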

Neural crest markers, such as AP2 gamma (Tcfap2c) or Ascl1 (also named Mash1) are present in the E9.5 dermomyotome lists and are also seen to a minor extent in the E10.5 limb samples, probably indicating the presence of some somitic material. This is also suggested by the presence of markers of differentiating muscle, such as skeletal muscle myosin or troponin, expressed at this stage in the myotome of the somite. 

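Several neural crest and neural genes were higher in the control GFP+ cells of the forelimb bud than in the GFP- cells. Of 21 neural crest and glia markers, 7 were called higher and 3 lower, and 11 did not pass the test (12 and 3 adjusted over the list alone, camera adjusted p = 4.98e-04, adjusted p = 0.298 with an estimated correlation). Sox10, a neural crest factor, had a log2 fold change of 1.96 (standard error 0.31, adjusted p = 0.0055), Foxd3 1.34 (standard error 0.24, adjusted p = 0.010) and Ngfr 1.64 (standard error 0.20, adjusted p = 0.0013). Tfap2c, which encodes AP2 gamma, was lower in control GFP+ than in GFP- cells, at -1.64 (adjusted p = 0.0047), as were Tfap2a, at -1.13 (adjusted p = 0.0440), and Tfap2b, at -0.98 (adjusted p = 0.0434). With PAX3-FKHR, Tfap2c rose from 6.70 ± 0.20 to 8.85 ± 0.06 (mean ± SD), a log2 fold change of 2.15 (standard error 0.25, adjusted p = 0.0048). Of 21 neural crest and glia markers with PAX3-FKHR, 1 was called higher and 0 lower, and 20 did not pass the test (1 and 1 adjusted over the list alone, camera adjusted p = 0.679; 1 and 0 with replicate numbers as a block and 1 and 1 with this block on the 6 arrays compared, added after the values were seen). Of 35 neural tube and neuron markers in control GFP+ cells, 12 were called higher and 1 lower, and 22 did not pass the test (16 and 3 adjusted over the list alone, camera adjusted p = 3.37e-10, adjusted p = 0.0689 with an estimated correlation), with the neurofilament gene Nefm at 3.55 (adjusted p = 2.92e-05) and Tubb3 at 2.01 (adjusted p = 5.16e-04). Of 35 neural tube and neuron markers with PAX3-FKHR, 1 was called higher and 1 lower, and 33 did not pass the test (4 and 5 adjusted over the list alone, camera adjusted p = 0.720; 1 and 2 with replicate numbers as a block and 1 and 2 with this block on the 6 arrays compared, added after the values were seen). Without control GFP+ replicate 3 the neural crest list was called lower with PAX3-FKHR (camera adjusted p = 0.0310). Tfap2a against GFP- was not called whichever of the 6 arrays compared was left out (adjusted p from 0.0616 to 0.139), nor was Tfap2b against GFP- without control GFP+ replicate 2 or GFP- replicate 1, 2 or 3 (adjusted p from 0.0544 to 0.126). Tfap2c was called higher on 1 of its 3 probe sets.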

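A part of the muscle differentiation genes was higher in control GFP+ cells of the forelimb bud than in GFP- cells. Of 50 such genes, 16 were called higher and 0 lower, and 34 did not pass the test (24 and 0 adjusted over the list alone, camera adjusted p = 7.26e-16, adjusted p = 0.0689 with an estimated correlation). Among the myosins, Myh3 had a log2 fold change of 3.76 (standard error 0.28, adjusted p = 6.92e-05) and Myh8 0.87 (standard error 0.15, adjusted p = 0.0083), and among the troponins, Tnnt1 had 3.77 (standard error 0.22, adjusted p = 1.94e-05) and Tnnc2 1.91 (standard error 0.23, adjusted p = 0.0014). The myosin light chain gene Mylpf was at 1.84 (adjusted p = 5.37e-04), Tpm2, a tropomyosin, at 2.25 (adjusted p = 2.92e-05) and Cdh15, M-cadherin, at 2.67 (adjusted p = 2.00e-05). Of 50 muscle differentiation genes with PAX3-FKHR, 2 were called higher and 0 lower, and 48 did not pass the test (6 and 2 adjusted over the list alone, camera adjusted p = 1.04e-07, adjusted p = 0.390 with an estimated correlation; 2 and 0 with replicate numbers as a block and 7 and 0 with this block on the 6 arrays compared, added after the values were seen), with 36 above 0 and 14 below. Tnnt1 rose with PAX3-FKHR, by 1.30 (adjusted p = 0.0327), as did Chrnb1, an acetylcholine receptor subunit, by 1.44 (adjusted p = 0.0364). Control GFP+ replicate 3 had a mean deviation of -0.10 over this list, against 0.41 and 0.44 on the other control GFP+ arrays. The PAX3-FKHR GFP+ arrays were at 0.71, 0.79 and 0.43 in the order of their numbers, each above the control GFP+ array of the same number. Among the genes not called, Actn3, at 1.27 (adjusted p = 0.0149), Ttn, at 2.13 (adjusted p = 0.0093), Tnnt2, at 1.19 (adjusted p = 0.0163), and Unc45b, at 0.81 (adjusted p = 0.0375), were called higher with replicate numbers as a block on the 6 arrays compared, a fit added after the values were seen, and Actn3 also with that block on all arrays (adjusted p = 0.0299). On GFP- replicate 3, Actc1 and Tnnt2 were at 9.03 and 8.11 (log2), against 4.79 and 4.31 on GFP- replicate 1. Without GFP- replicate 3, Myh7 was called higher in control GFP+ cells, at 1.00 (adjusted p = 0.0198), against -0.28 with all arrays. Tnnt1 against control GFP+ was not called without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 (adjusted p from 0.0711 to 0.164), nor was Chrnb1 against control GFP+ without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 2 or 3 (adjusted p from 0.0773 to 0.160). Chrnb1 against control GFP+ (adjusted p = 0.0715) was not called with replicate numbers as a block. Chrnb1 against control GFP+ (adjusted p = 0.0063) was called with this block on the 6 arrays compared, a fit added after the values were seen.

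**Figure D2:**
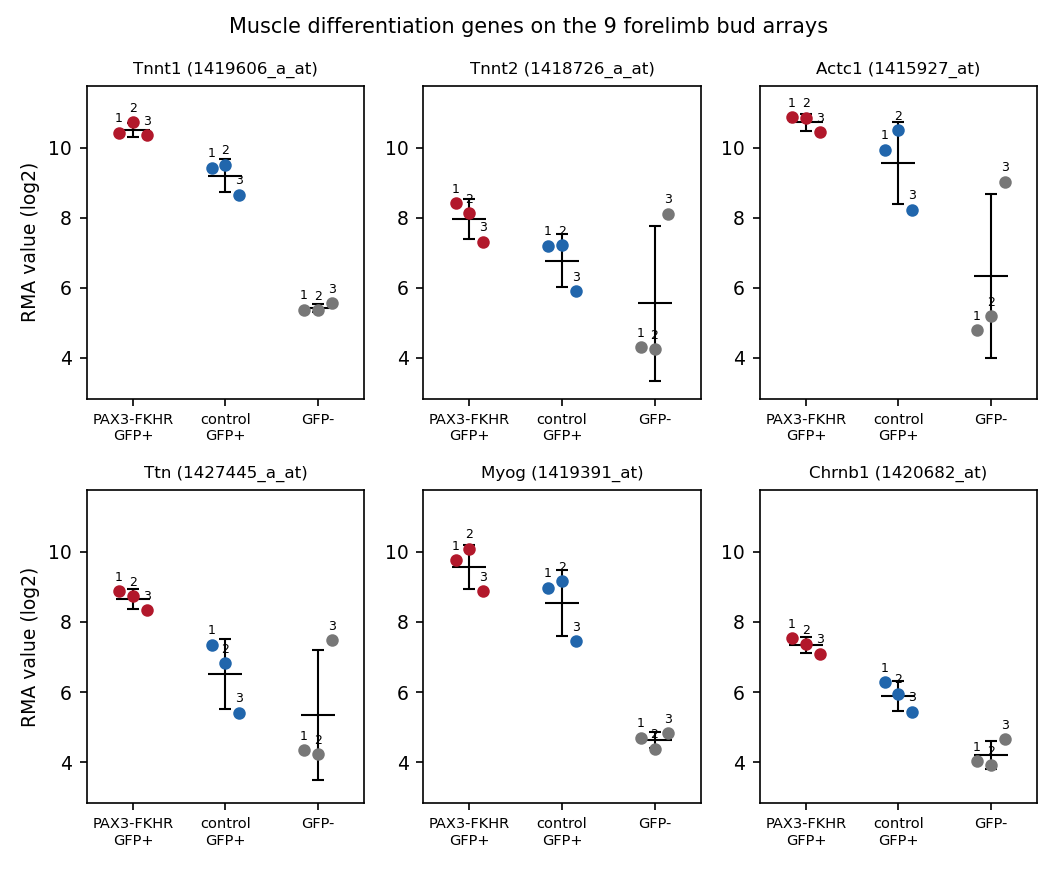
RMA values (log2) of 6 muscle differentiation genes on each of the 9 arrays, numbered by replicate, with the mean and SD (n = 3) of each group. For Tnnt2, GFP- replicate 3 sits at 8.11 and the other GFP- arrays at 4.31 and 4.24.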

The presence of markers of the sclerotome, such as Pax1 [25], probably reflects the inclusion of cells from the ventral somite compartment, perhaps due to some perduration of GFP, since the *Pax3^GFP ^*allele is expressed throughout the epithelial somite [21]. 

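Uncx, the current symbol of Uncx4.1, was higher in the control GFP+ cells of the forelimb bud than in the GFP- cells, with a log2 fold change of 2.64 (standard error 0.46, adjusted p = 0.0086). Its level was 7.88 ± 0.74 with PAX3-FKHR, 6.13 ± 0.99 in control GFP+ and 3.49 ± 0.22 in GFP- cells (mean ± SD of log2 values). With PAX3-FKHR the log2 fold change was 1.75 (standard error 0.46, adjusted p = 0.242), which does not pass the test. Of 19 sclerotome and cartilage markers in control GFP+ cells, 4 were called higher and 6 lower, and 9 did not pass the test (4 and 6 adjusted over the list alone, camera adjusted p = 0.0124, adjusted p = 0.242 with an estimated correlation). Foxd1 was higher, at 2.08 (adjusted p = 7.14e-04), while Tbx18 was lower, at -2.04 (adjusted p = 4.30e-05), as were the cartilage genes Col9a1, at -1.76 (adjusted p = 6.85e-04), and Sox6, at -1.85 (adjusted p = 0.0022). Of 19 sclerotome and cartilage markers with PAX3-FKHR, 0 were called higher and 1 lower, and 18 did not pass the test (1 and 3 adjusted over the list alone, camera adjusted p = 0.720; 0 and 1 with replicate numbers as a block and 1 and 2 with this block on the 6 arrays compared, added after the values were seen). The call of this list against GFP- cells was lost without GFP- replicate 1 (camera adjusted p = 0.0917). Uncx against control GFP+ passed the test without control GFP+ replicate 3 (adjusted p = 0.0467). Uncx against control GFP+ (adjusted p = 0.0289) was called with replicate numbers as a block on the 6 arrays compared, a fit added after the values were seen.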

A gene encoding another typical marker of the sclerotome compartment, Uncx4.1 [26], was present in the list of Pax3 targets (Additional file 2 Table S1A), and also, unexpectedly, in the list of GFP+ specific genes for the limb bud (Additional file 3 Table S4). This may suggest that it is also expressed in myogenic progenitors, and indeed, the expression of *Uncx4.1 *is compromised in the absence of Pax3 (data not shown).

### Experimental validation of sequences of potential Pax3 targets modulated by PAX3-FKHR

Genes that showed differences in expression on the *PAX3-FKHR *gain of function genetic background were validated by qRT-PCR on a *Pax3 *loss of function background. In order to avoid the problem of loss of cells due to cell death in the mutant, the same number of Pax3-GFP positive cells from *Pax3^GFP/+ ^*and *Pax3^GFP/nlacZ ^*embryos were analysed, after purification by flow cytometry (Figure 2A). Examples are shown in Figure 2B, for somites at E10.5. This is an important control to confirm that the increase in transcripts seen in the presence of PAX3-FKHR is not due to an effect of the fusion protein, other than that of strong transcriptional activation via Pax3 binding sites. Another control is provided by whole mount *in situ *hybridisation on different genetic backgrounds, which also demonstrates the localisation of cells that express the gene. In this case, the partial loss of function *Pax3^Pax3-En-IRESnlacZ/+ ^*(*Pax3^Pax3-En/+^*) line [10] was used, which expresses a fusion protein, with the Pax3 DNA binding domains fused to the repression domain of Engrailed. This results in down-regulation of Pax3 targets with the advantage that there is less cell death, as shown by X-gal staining, although migration of progenitor cells to the forelimb bud is compromised. This is illustrated for *Tbx3 *transcripts on *Pax3 *gain (Figure 2C, D) and partial loss (Figure 2E, F) of function backgrounds. *Tbx3 *is also expressed in cardiac neural crest [27], however its expression profile in the somites points to activation in a subdomain of this paraxial mesoderm. Further examples of PCR based analysis of the distribution of Pax3 targets, is shown in Additional file 1 Figure S1. Comparison of *Sox2 *and *Sox10 *transcripts in Pax3 positive cells of different somite preparations indicates that these are high in samples that include the neural tube, consistent with expression in neural crest (Additional file 1 Figure S1B). Comparison of expression in the whole somite (Additional file 1 Figure S1A), with the hypaxial domain is also informative, indicating, for example, that *Zic1 *transcripts are enriched in the whole somite, consistent with an expression mainly in the epaxial domain [28], as seen by immunofluorescence on sections (Additional file 1 Figure S1C), where Zic1 protein is co-expressed with Pax3 in the epaxial dermomyotome as well as in the dorsal neural tube and in Pax3 negative mesenchyme. Pax3 positive neural crest does not appear to express Zic1, in accordance with a recent report on its absence in migratory neural crest cells in the chick embryo [28]. *In situ *hybridization on sections confirms expression of *Zic1 *in the epaxial domain of the epithelial dermomyotome (Additional file 1 Figure S1E). Up-regulation of *Zic1 *transcripts in somites of *Pax3^GFP/GFP ^*embryos in the epaxial/central domain, which is less affected by cell death, is consistent with negative regulation by Pax3 (Additional file 2 Table S2B).

**Figure 2:**
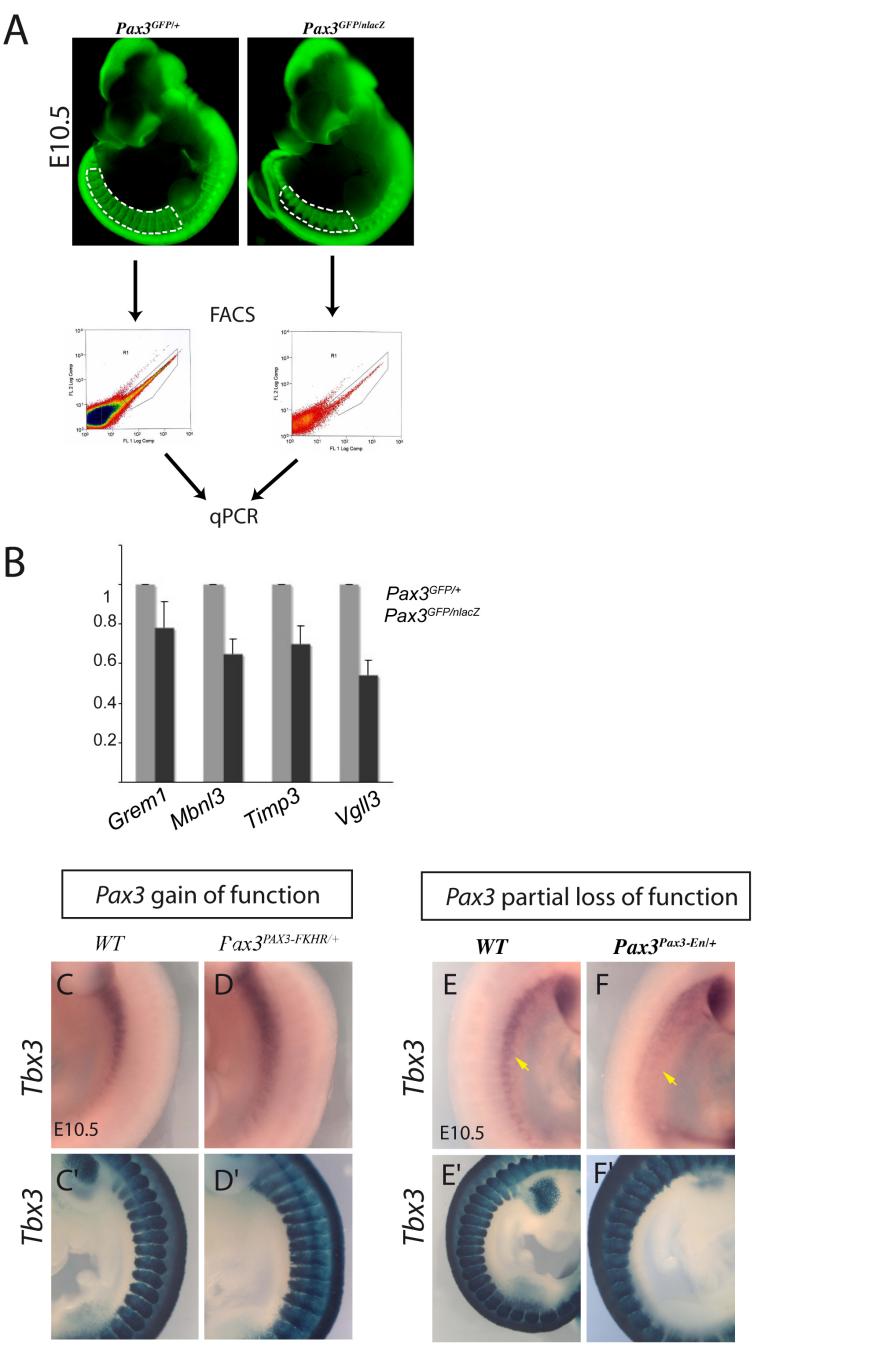
**Examples of validation on *Pax3 *loss of function genetic backgrounds**. Genes that emerged from the microarray analyses as potential Pax3 targets from the gain of function screen were checked on *Pax3 *loss of function genetic backgrounds. (A-B) Quantitative PCR analysis of transcripts in Pax3-GFP cells separated by flow cytometry (FACS) from interlimb somites of *Pax3^GFP/+ ^*and *Pax3^GFP/nlacZ ^*embryos at E10.5 (A). The same number of cells were analysed for each genotype and the results for *Gremlin1*, *Mbnl3*, *Timp3 *and *Vg113 *transcripts are presented as histograms relative to the *Pax3^GFP/+ ^*sample taken as 1 (B). In accordance with the microarray data, these genes are positively regulated by *Pax3*. (C-F) Whole mount *in situ *hybridization with a *Tbx3 *probe on control (C, E), *Pax3^PAX3-FKHR/+ ^*gain of function (D) and *Pax3^Pax3-En/+ ^*partial loss of function (F) embryos at E10.5, showing somites in the interlimb region. *Tbx3 *transcripts are high in the hypaxial somite domain, notably in more anterior somites, and their level depends positively on Pax3, as indicated by the microarray data. In the forelimb buds, there is extensive expression of *Tbx3 *in posterior mesenchyme which masks transcripts in Pax3 positive myogenic progenitors. In the lower panels, X-gal staining of β-galactosidase from *nlacZ *(C', E') (*Pax3^nlacZ/+^*) or *IRES-nlacZ *(*Pax3^PAX3-FKHR-IresnlacZ/+ ^*in D', *Pax3^Pax3-En-IresnlacZ/+ ^*in F') reporters shows the extent of the somites, notably the hypaxial domain which undergoes cell death in *Pax3 *mutants (F').

### Cell survival and malignancy

In the absence of Pax3, myogenic progenitor cells undergo apoptosis. This phenotype, in addition to data in adult satellite cells, indicates that Pax3/7 are implicated in cell survival [29]. Our list of Pax3 target genes is not obviously enriched in such genes; however secondary modifications of cell survival proteins are not detected in this approach. 

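In forelimb GFP+ cells, no listed gene of cell death or survival was called with PAX3-FKHR when all arrays were fitted together. Of 30 apoptosis regulators, 0 were called higher and 0 lower, and 30 did not pass the test (1 and 0 adjusted over the list alone, camera adjusted p = 0.534; 2 and 3 at an unadjusted p under 0.05 in limma, 1 and 0 by the rebuilt local pooled error test; 0 and 0 with replicate numbers as a block and 1 and 0 with this block on the 6 arrays compared, added after the values were seen). Pmaip1, which encodes the pro-apoptotic protein Noxa, was at 9.80 ± 0.12 with PAX3-FKHR and 6.78 ± 1.90 in the control GFP+ cells (mean ± SD of log2 values). This is a log2 fold change of 3.02 (standard error 0.69, adjusted p = 0.140). The study does list Pmaip1 as higher in Table S1A, with a forelimb fold change of 8.08 (adjusted p = 8.6e-10 in its local pooled error test). Bnip3 was at 0.66 (adjusted p = 0.509), Bid at -0.44 (adjusted p = 0.541) and Casp8 at -0.40 (adjusted p = 0.632). Of 34 cell cycle genes, 0 were called higher and 0 lower, and 34 did not pass the test (1 and 0 adjusted over the list alone, camera adjusted p = 0.938; 2 and 1 at an unadjusted p under 0.05 in limma, 0 and 0 by the rebuilt local pooled error test; 0 and 0 with replicate numbers as a block and 1 and 0 with this block on the 6 arrays compared, added after the values were seen), with the cell cycle inhibitor Cdkn1c at 0.76 (adjusted p = 0.127) and Ccnd1 at -0.65 (adjusted p = 0.445). Without control GFP+ replicate 3 Pmaip1 passed the test, at 1.92 (adjusted p = 3.60e-04). Pmaip1 (adjusted p = 0.0451) and Cdkn1c (adjusted p = 0.0306) were called with replicate numbers as a block on the 6 arrays compared, a fit added after the values were seen.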

Very few genes associated with carcinogenesis emerge as PAX3-FKHR targets. This is in contrast to screens performed in Rhabdomyosarcoma cell lines (for review, see [15]). This may be explained by the physiological level of expression of PAX3-FKHR, similar to that of Pax3 in our screen as well as the *in vivo *context; *Pax3*^*PAX3-FKHR/+ *^mice do not develop tumours unless a second mutation affecting a tumour suppressor occurs [30]. 

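Of the genes listed as PAX3-FOXO1 targets in rhabdomyosarcoma, 3 rose with PAX3-FKHR in the forelimb GFP+ cells. Of 32 such genes with PAX3-FKHR, 3 were called higher and 0 lower, and 29 did not pass the test (8 and 1 adjusted over the list alone, camera adjusted p = 4.73e-06, adjusted p = 0.390 with an estimated correlation; 2 and 0 with replicate numbers as a block and 8 and 0 with this block on the 6 arrays compared, added after the values were seen), with 21 above 0 and 11 below, and 11 higher and 1 lower at an unadjusted p under 0.05. Camera placed the list higher; over the array, 178 of 45037 probe sets were called higher. Control GFP+ replicate 3 had a mean deviation of -0.36 over the list, against 0.11 and 0.19 on the other control GFP+ arrays and 0.43, 0.54 and 0.24 with PAX3-FKHR. Pipox, an enzyme of amino acid breakdown, rose, with a log2 fold change of 1.95 (standard error 0.17, adjusted p = 6.43e-04). Nell1 was at 0.79 (adjusted p = 0.207). Of 29 FoxO target genes, 0 were called higher and 0 lower, and 29 did not pass the test (4 and 1 adjusted over the list alone, camera adjusted p = 0.0111; 5 and 1 at an unadjusted p under 0.05 in limma, 2 and 0 by the rebuilt local pooled error test, adjusted p = 0.390 with an estimated correlation; 0 and 0 with replicate numbers as a block and 2 and 0 with this block on the 6 arrays compared, added after the values were seen), and camera placed the list higher. Ppargc1a, a regulator of mitochondrial genes, was at 1.54 (adjusted p = 0.0522) on its brightest probe set and was called higher on its other 3 probe sets of the study's tables, at 1.55 (adjusted p = 0.0014), 1.45 (adjusted p = 0.0036) and 1.43 (adjusted p = 0.0419). Gadd45a was at 1.32 (adjusted p = 0.207). The FoxO list was not called without PAX3-FKHR GFP+ replicate 2 (camera adjusted p = 0.0923). Nell1 passed the test without PAX3-FKHR GFP+ replicate 3 (adjusted p = 0.0323). Ppargc1a (adjusted p = 0.0192) and Gadd45a (adjusted p = 0.0076) were called with replicate numbers as a block on the 6 arrays compared, a fit added after the values were seen.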

In Rhabdomyosarcoma, a chromosomal translocation has taken place, potentially affecting genome regulation, and the cells examined are derived from an adult tumour, so that the context is different from that of embryonic cells expressing a *Pax3^PAX3-FKHR ^*allele.

In this report we concentrate on signalling pathways and transcription factors implicated in myogenesis.

### Pax3 modulation of signalling pathways

In Table 1 examples of genes encoding components of signalling pathways that are up- (red) or down- (blue) regulated in the presence of PAX3-FKHR in limbs and/or somites are shown. A number of major signalling pathways lie genetically downstream of *Pax3*. 

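Genes of several signalling pathways changed in the forelimb GFP+ cells with PAX3-FKHR. Of 29 genes of the FGF and ERK pathway, 4 were called higher and 0 lower, and 25 did not pass the test (8 and 2 adjusted over the list alone, camera adjusted p = 2.34e-04; 4 and 0 with replicate numbers as a block and 5 and 0 with this block on the 6 arrays compared, added after the values were seen). Of 14 hedgehog pathway genes, 2 were called higher and 1 lower, and 11 did not pass the test (3 and 1 adjusted over the list alone, camera adjusted p = 0.679), and of 22 Notch pathway genes, 0 were called higher and 2 lower, and 20 did not pass the test (0 and 2 adjusted over the list alone, camera adjusted p = 0.209). Of 36 Wnt pathway genes, 2 were called higher and 2 lower, and 32 did not pass the test (3 and 6 adjusted over the list alone, camera adjusted p = 0.755; 2 and 3 with replicate numbers as a block and 2 and 3 with this block on the 6 arrays compared, added after the values were seen), and of 31 BMP and TGF beta pathway genes, 3 were called higher and 1 lower, and 27 did not pass the test (4 and 1 adjusted over the list alone, camera adjusted p = 0.679; 2 and 0 with replicate numbers as a block and 4 and 1 with this block on the 6 arrays compared, added after the values were seen). Without PAX3-FKHR GFP+ replicate 2 the Notch list was called lower (camera adjusted p = 0.0167).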

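In the forelimb bud, both FGF and Eph pathway genes differed between control GFP+ and GFP- cells. Of 29 FGF and ERK pathway genes, 7 were called higher and 5 lower, and 17 did not pass the test (8 and 6 adjusted over the list alone, camera adjusted p = 0.610). The ligand gene Fgf9 was higher in control GFP+ cells, at 2.05 (adjusted p = 1.27e-04), and so was Fgf5, at 1.95 (adjusted p = 0.0029), while Fgf8 was lower, at -0.79 (adjusted p = 0.0112). The receptor gene Fgfr4 was at 6.68 ± 1.12 in control GFP+ and 4.72 ± 0.75 in GFP- cells (mean ± SD), a difference of 1.95 (standard error 0.51, adjusted p = 0.0504) that does not pass the test, and Fgfr2 fell by 1.38 (adjusted p = 0.0242). The ERK phosphatase gene Dusp4 was higher, at 2.17 (adjusted p = 3.52e-05), and Dusp6 was lower, at -1.29 (adjusted p = 0.0135). Of 20 Eph and ephrin genes, 1 was called higher and 3 lower, and 16 did not pass the test (1 and 4 adjusted over the list alone, camera adjusted p = 0.0050, adjusted p = 0.105 with an estimated correlation). Epha4 was lower, at -1.67 (adjusted p = 0.0085), as was the ligand gene Efnb3, at -1.18 (adjusted p = 0.0065), while Epha5 was higher, at 0.69 (adjusted p = 0.0410). The Eph list was not called without GFP- replicate 1 (camera adjusted p = 0.0548). Fgfr2 was not called without GFP- replicate 1, 2 or 3 (adjusted p from 0.0506 to 0.0822), nor was Dusp6 without GFP- replicate 3 (adjusted p = 0.0530), nor Epha5 without control GFP+ replicate 1, 2 or 3 or GFP- replicate 1 or 3 (adjusted p from 0.0741 to 0.121). Fgfr4 passed the test without control GFP+ replicate 3 or GFP- replicate 3 (adjusted p from 0.0049 to 0.0486).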

In some cases, such as FGF or Eph pathways, transcripts for both ligands and receptors are present in Pax3-GFP positive cells, indicative of autocrine signalling, which is subject to *Pax3 *regulation.

**Table 1:** Changes in transcripts for genes implicated in major signalling pathways between Pax3-GFP/+ samples from somites and/or limbs of gain of function Pax3PAX3-FKHR/GFP and control Pax3GFP/+ embryos: UP (bold), DOWN (italics)

		***Pax3***^***PAX3-FKHR/GFP ***^**vs Pax3**^***GFP/+***^	
**RTK**	FGF	Ligands/Extracellular matrix	**FGF5**, **FGF12**, **Sulfatase1**
		Receptors	**Fgfr4**, *Fgfr3*
		Intracellular components	**Dusp4**, **Fap**
		Inhibitors	**Spry1**, **Spry4**, **Ing5**, **Spred1**
		Transcriptional components	**Etv1**, **Etv2**
	
	IGF	Ligand	**Igf1**
	
	PDGF	Ligand	**Pdgfc**
		Effector (target)	**Csrp1 **(Axud1)
	
	Met	Receptor	**c-Met**
	
	Eph	Ligands	*EphrinA5*, **EphrinB1**
		Receptors	**EphA7**, *EphA3*

**Shh**		Ligands/Extracellular matrix	**Sulfatase1**
		Inhibitors	**Hhip**
		Transcriptional components	*Zic1*

**Wnt**		Ligands/Extracellular matrix	**Wnt16**, **Sulfatase1**
		Intracellular components	**Siah2**, **Diversin **(Ankrd6)
		Inhibitors	*Sfrp3 *(Frzb1), **Dkk1**, **Dkk2**, **Diversin**, **Wif1**, **Csrp1 **(Axud1)
		Transcriptional components	**TCF15**, **TCF7/2 **, *Nkd2*

**Integrins**		Ligands	**Lama2**
		Intracellular components	*Itgβ1bp2*
		Receptors	*Itgβ6*, *Itgβ8*

**Cytokines**		Ligands	**CXC15**, *CXC12*, **Cxcl14**, **Cxcl5**
		Intracellular components	**CXCR7**, **Crlf1**
		Inhibitors	**Soc3**

**Notch**		Ligands	*Dll1*, *Dll3*
		Inhibitors	*Fhl1 *(Kyot2)
		Transcriptional components	**Hes1**

**TGFβ/BMP**		Ligands	**BMP5**, **TGFβ2**, *TGFβinduced*, **Thbs1**
		Inhibitors	**Chordin-like1**, **Follistatin**, **Gremlin**

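Sulf1, the gene of Sulfatase1, was at 9.16 ± 0.08 with PAX3-FKHR and 8.37 ± 0.34 in the control GFP+ cells of the forelimb bud (mean ± SD of log2 values) on its brightest probe set. The log2 fold change with PAX3-FKHR was 0.79 (standard error 0.17, adjusted p = 0.113), and on the probe set of Table S2A it was 1.18 (standard error 0.38, adjusted p = 0.438), so neither passes the test. Against GFP- cells, Sulf1 was higher in control GFP+ cells, at 0.78 (adjusted p = 0.0250). Sulf1 against GFP- was not called without control GFP+ replicate 1 or 2 or GFP- replicate 1, 2 or 3 (adjusted p from 0.0502 to 0.0835).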

Transcripts of the enzyme, Sulfatase1, that sulfates extracellular matrix Proteoglycans positively affecting the binding/stability and availability of ligands such as FGF, Wnts and Shh, are up-regulated in the presence of PAX3-FKHR. This is a potentially important level at which signalling, and consequent cell behaviour, is modulated. Indeed in a comparison of quiescent versus *in vivo *activated Pax3 positive muscle satellite cells, expression of genes such as Sulfatase1, affecting extracellular matrix interaction with growth factors, was strikingly modified [31]. In addition to effectors of signalling pathways, inhibitors depend on Pax3 activity. In some cases, due to feedback regulation, activation of a gene for an inhibitor, may reflect activation of a pathway, however it may also demonstrate an important potential for Pax3 modulation of the outcome of signalling, depending on the myogenic context.

Pathways subject to *Pax3 *regulation include receptor tyrosine kinase (RTK) pathways, such as FGF, as well as Shh and Wnt signalling which promote myogenesis. 

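Among the forelimb FGF pathway genes of Table 1, those that passed the test with PAX3-FKHR rose, and the others had log2 fold changes on both sides of 0. Of the effectors and feedback genes, Etv1 rose on both probe sets that the study's tables give for it, at 1.41 (adjusted p = 0.0066) on the first and 1.34 (adjusted p = 0.0017) on the second. Spry1, an FGF feedback inhibitor, had a log2 fold change of 1.35 (standard error 0.26, adjusted p = 0.0622), which does not pass the test. Spry2 was at -0.11 (adjusted p = 0.956), Spry4 at 0.13 (adjusted p = 0.879) and Spred1 at 0.27 (adjusted p = 0.779). Dusp4 had a log2 fold change of -0.31 (adjusted p = 0.718) with PAX3-FKHR and Fap one of 0.20 (adjusted p = 0.788). Spry1 passed the test without control GFP+ replicate 2 or 3 (adjusted p from 0.0475 to 0.0494).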

Most effectors of RTK signalling pathways are positively regulated by *Pax3*. Unless specified, regulation is not necessarily direct.

FGF signalling is strikingly affected by Pax3 and *Fgfr4 *has now been shown to be a direct target [19]. 

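Fgfr4 transcripts were at 8.37 ± 0.30 with PAX3-FKHR in the forelimb GFP+ cells (mean ± SD of log2 values), a log2 fold change of 1.69 (standard error 0.51, adjusted p = 0.372) that does not pass the test. The FGF ligand gene Fgf5 rose, with a log2 fold change of 2.30 (standard error 0.27, adjusted p = 0.0051), from 4.86 ± 0.40 to 7.16 ± 0.46. Fgf12, which encodes an FGF homologous factor, rose on its 2 brightest probe sets, by 1.26 (adjusted p = 0.0012) and 1.60 (adjusted p = 0.0020). Fgf8 was higher too, with a log2 fold change of 1.14 (standard error 0.15, adjusted p = 0.0071). Fgfr3 was at -0.26 (adjusted p = 0.779). Fgf5 was called higher on 1 of its 2 probe sets. Fgfr4 (adjusted p = 0.0496) was called with replicate numbers as a block on the 6 arrays compared, a fit added after the values were seen.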

Pax3 regulation of *Sprouty1*, encoding an intracellular inhibitor of RTK signalling, has consequences for myogenic progenitor self-renewal, versus entry into the myogenic programme, promoted by this pathway in the embryo [19]. More recently, Sprouty1 has been implicated in controlling quiescence of adult satellite cells [32], although it is not notably modulated *in vivo *in comparisons with activated satellite cells [31]. We investigated *Sprouty1 *mutant embryos [33], in which a *LacZ *reporter permitted clearer identification of *Sprouty1 *expressing cells. In the mutants, expression of the myogenic regulatory genes, *Myf5 *or *MyoD*, viewed by whole mount *in situ *hybridization appears normal (Additional file 1 Figure S2 A-D) and *Desmin*, which marks muscle cells, is expressed in the myotome as expected (data not shown). However *Sprouty2 *and *Sprouty4 *are also expressed in somites [34] (Additional file 1 Figure S2E-F) and may therefore compensate for the absence of Sprouty1. Pax3 regulates multiple components of the FGF signalling cascade, from the ligand/receptor to transcriptional effectors, such as the Ets transcription factors (Etv1, Etv2).

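Of the Ets factor genes, Etv2 did not pass the test in the forelimb GFP+ cells, with a log2 fold change of -0.52 (standard error 0.25, adjusted p = 0.735), at 5.92 ± 0.10 with PAX3-FKHR and 6.45 ± 0.61 in the control (mean ± SD). Egr2, a zinc finger transcription factor gene among the FGF and ERK genes, rose with PAX3-FKHR, with a log2 fold change of 2.36 (standard error 0.18, adjusted p = 3.38e-04). Ing5 was at 0.15 (adjusted p = 0.866), Csrnp1 at 0.08 (adjusted p = 0.911) and Csrp1 at 0.34 (adjusted p = 0.855), and none of these passes the test. Egr2 was at 2.23 (adjusted p = 8.69e-04) on another probe set of Tables S1 and S2.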

Other RTK pathways, such as IGF and PDGF, also promote myogenesis (for ex [35]); *Igf1 *and *Pdgfc *are up-regulated in the presence of PAX3-FKHR. The *c-Met *gene was one of the first Pax3 targets to be proposed in a myogenic context [7]. In our screen, transcripts for this gene are up-regulated in somites (Additional file 2 Table S2, [9]), but not limb buds (Additional file 2 Table S3), suggesting that Pax3 activation of transcription is confined to the somite (see also Additional file 1 Figure S1), where c-Met is required for delamination [36], although the transcripts (Additional file 3 Table S4) continue to be present in cells that migrate to the limb buds.

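In the forelimb bud, Met was at 10.42 ± 0.11 with PAX3-FKHR, 10.66 ± 0.18 in control GFP+ and 6.16 ± 0.48 in GFP- cells (mean ± SD of log2 values). The difference with PAX3-FKHR was -0.24 (standard error 0.22, adjusted p = 0.841), and on the dimmer probe set -0.25 (standard error 0.21, adjusted p = 0.833). Against GFP- cells Met was higher in the control GFP+ cells, with a log2 fold change of 4.50 (standard error 0.22, adjusted p = 9.67e-06).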

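Among the Eph receptor genes in forelimb GFP+ cells, Epha7 rose with PAX3-FKHR, with a log2 fold change of 1.08 (standard error 0.19, adjusted p = 0.0365) on the brightest probe set and 1.28 (standard error 0.16, adjusted p = 0.0068) on the next. Epha3 fell on its second probe set, with a log2 fold change of -1.38 (standard error 0.25, adjusted p = 0.0465), and on the brightest had -1.49 (standard error 0.29, adjusted p = 0.0610), which does not pass the test. The ligand gene Efna5 was at 0.04 (adjusted p = 0.967) and Efnb1 at -0.18 (adjusted p = 0.905). Of 20 Eph and ephrin genes with PAX3-FKHR, 1 was called higher and 0 lower, and 19 did not pass the test (2 and 1 adjusted over the list alone, camera adjusted p = 0.755; 0 and 1 with replicate numbers as a block and 1 and 1 with this block on the 6 arrays compared, added after the values were seen). The brighter Epha7 probe set was not called whichever of the 6 arrays compared was left out (adjusted p from 0.0541 to 0.167), nor was the dimmer Epha3 probe set without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 or 2 (adjusted p from 0.0801 to 0.183). Epha7 was called higher on 3 of its 4 probe sets and Epha3 lower on 1 of 4. The brighter Epha7 probe set (adjusted p = 0.0647) and the dimmer Epha3 probe set (adjusted p = 0.0737) were not called with replicate numbers as a block. The brighter Epha3 probe set (adjusted p = 0.0299) was called with replicate numbers as a block. The brighter Epha7 probe set (adjusted p = 0.0131), the dimmer Epha3 probe set (adjusted p = 0.0050) and the brighter Epha3 probe set (adjusted p = 0.0069) were called with this block on the 6 arrays compared, a fit added after the values were seen.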

A number of genes for Ephrin ligands (EphrinA5, EphrinB1) and receptors (EphA7, EphA3) are regulated by Pax3 in both somites and limbs, suggesting expression in myogenic cells, as well as neural crest [37]. Recently, up-regulation of Eph receptors and ligands has been reported in several Rhabdomyosarcoma cell lines (EphB: [38] EphA [39]). In a myogenic context *in vivo*, Eph receptors have been implicated in muscle patterning and inervation [40,41]. The EphA signalling pathway may also interfere with FGF/MAPK signalling [42,43].

The notochord and ventral neural tube are sources of Shh signalling. In a myogenic context this impacts the adjacent epaxial dermomyotome where *Zic1*, for example, is highly expressed (Additional file 1 Figure S1), and where Shh is implicated in the activation of *Myf5 *[44] as well as in promoting cell survival and proliferation in the somite [45]. Canonical Wnt signalling, from the dorsal neural tube, similarly affects the epaxial somite and *Myf5 *activation [46], with a potential relay through non-canonical Wnts, such as Wnt11 [47]. Components of these pathways are modulated positively or negatively in the presence of PAX3-FKHR suggesting that Pax3 fine-tunes Wnt and Shh signalling, probably also limiting the spatial extent of their action in the somite (see Additional file 1 Figure S1 for Zic1).

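Of the Wnt genes in forelimb GFP+ cells, Siah2, a ubiquitin ligase, rose with PAX3-FKHR, with a log2 fold change of 2.13 (standard error 0.26, adjusted p = 0.0051), and Ankrd6, the gene of Diversin, with 1.81 (standard error 0.15, adjusted p = 6.39e-04). Nkd2, which encodes an inhibitor of Wnt signalling, fell, with a log2 fold change of -1.55 (standard error 0.24, adjusted p = 0.0190). Of the hedgehog genes, Zic1 fell from 6.67 ± 0.39 to 4.61 ± 0.38 (mean ± SD), a log2 fold change of -2.07 (standard error 0.24, adjusted p = 0.0047), and Cdon, a co-receptor, rose by 1.28 (adjusted p = 0.0140). Wnt16 was at 0.66 (adjusted p = 0.690), Dkk1 at 0.26 (adjusted p = 0.762), Dkk2 at -0.41 (adjusted p = 0.774), Wif1 at -0.25 (adjusted p = 0.859), Tcf15 at 0.52 (adjusted p = 0.812) and Tcf7l2 at 0.64 (adjusted p = 0.549), which do not pass the test. Nkd2 was not called without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 (adjusted p from 0.0559 to 0.106), nor was Cdon without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 (adjusted p from 0.0536 to 0.0838). Ankrd6 was at 1.81 (adjusted p = 0.0098) and Zic1 at -2.15 (adjusted p = 0.0159) on other probe sets of Tables S1 and S2. Siah2 was called higher on 1 of its 2 probe sets, Ankrd6 higher on 2 of 3, Nkd2 lower on 1 of 4 and Cdon higher on 1 of 2.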

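Of the Notch pathway genes in forelimb GFP+ cells, Dll3, a Notch ligand gene, fell with PAX3-FKHR, with a log2 fold change of -1.31 (standard error 0.20, adjusted p = 0.0181). Fhl1 fell as well, with -1.04 (standard error 0.15, adjusted p = 0.0159). Dll1 was at 0.34 (adjusted p = 0.794) and Hes1, a target gene of Notch signalling, at 0.28 (adjusted p = 0.778). Dll1, Dll3 and Fhl1 were all higher in control GFP+ than in GFP- cells, by 2.30 (adjusted p = 2.91e-04), 1.35 (adjusted p = 0.0039) and 1.62 (adjusted p = 3.11e-04). Dll3 against control GFP+ was not called without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 or 3 (adjusted p from 0.0602 to 0.0855), nor was Fhl1 against control GFP+ without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 or 2 (adjusted p from 0.0621 to 0.0838). Fhl1 was called lower on 1 of its 2 probe sets.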

Other signalling pathways, such as Notch, that, like FGF, affect self-renewal/differentiation [48,49] show some modulation by Pax3. This is also the case for signalling through Integrins, where the *laminin *gene encoding the ligand, Lama2, is up-regulated (Table 1), also seen for *Lama1 *via *Dmrt2*, which is a Pax3 target [20], whereas transcripts for the Integrin receptors, Itgβ6 and Itgβ8, are down-regulated (Table 1). 

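Lama2 was at 8.45 ± 0.24 with PAX3-FKHR and 7.44 ± 0.30 in the control GFP+ cells of the forelimb bud (mean ± SD of log2 values), a log2 fold change of 1.01 (standard error 0.21, adjusted p = 0.0880) that does not pass the test. Lama1 was at -0.79 (adjusted p = 0.127) and Dmrt2 at 0.48 (adjusted p = 0.668), while Dmrt2 was higher in control GFP+ than in GFP- cells, at 2.32 (adjusted p = 1.86e-04). The integrin genes Itgb6 and Itgb8 had log2 fold changes of -0.06 (adjusted p = 0.921) and 0.01 (adjusted p = 0.997) with PAX3-FKHR. Of 26 integrin, laminin and matrix genes, 1 was called higher and 0 lower, and 25 did not pass the test (3 and 1 adjusted over the list alone, camera adjusted p = 0.919; 1 and 0 with replicate numbers as a block and 3 and 0 with this block on the 6 arrays compared, added after the values were seen), and the 1 that rose was Npnt, nephronectin, an integrin ligand, with 1.64 (standard error 0.29, adjusted p = 0.0384). Npnt against control GFP+ was not called whichever of the 6 arrays compared was left out (adjusted p from 0.0540 to 0.176). Npnt was at 1.62 (adjusted p = 0.0014) on another probe set of Tables S1 and S2. Npnt was called higher on 2 of its 5 probe sets. Npnt against control GFP+ (adjusted p = 0.0902) was not called with replicate numbers as a block. Lama2 against control GFP+ (adjusted p = 0.0371) was called with replicate numbers as a block. Lama2 against control GFP+ (adjusted p = 0.0196) and Npnt against control GFP+ (adjusted p = 0.0239) were called with this block on the 6 arrays compared, a fit added after the values were seen.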

Integrins, some of which lie genetically downstream of *Myf5*, are important for the structure and myogenic regulation of the dermomyotome and for the formation of the basal lamina that contains the myotome [50].

Transcripts for a number of cytokines and their receptors are present in Pax3 positive cells. 

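Some cytokine and receptor genes differed between control GFP+ and GFP- cells of the forelimb bud. Of 21 chemokine and cytokine genes, 2 were called higher and 1 lower, and 18 did not pass the test (2 and 3 adjusted over the list alone, camera adjusted p = 0.726). Cxcl5 was higher in control GFP+ cells, at 0.70 (adjusted p = 0.0274), and Cxcl14 lower, at -1.62 (adjusted p = 0.0036). The receptor gene Ackr3 (CXCR7) was at 7.97 ± 0.19 in control GFP+ and 7.65 ± 0.47 in GFP- cells (mean ± SD), a log2 fold change of 0.32 (standard error 0.25, adjusted p = 0.482). Cxcl5 was not called whichever of the 6 arrays compared was left out (adjusted p from 0.0511 to 0.0995).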

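With PAX3-FKHR, the chemokine gene Cxcl12 fell in forelimb GFP+ cells, with a log2 fold change of -1.14 (standard error 0.14, adjusted p = 0.0070), while Cxcl5 rose, with 1.12 (standard error 0.16, adjusted p = 0.0128). Of 21 chemokine and cytokine genes with PAX3-FKHR, 1 was called higher and 1 lower, and 19 did not pass the test (3 and 2 adjusted over the list alone, camera adjusted p = 0.679). Cxcl14 was at -0.21 (adjusted p = 0.873), Ackr3 at 0.72 (adjusted p = 0.502) and Socs3, an inhibitor of cytokine signalling, at 0.20 (adjusted p = 0.875). Cxcl5 was not called without control GFP+ replicate 1 (adjusted p = 0.0655). Cxcl12 was at -0.93 (adjusted p = 0.0612) on another probe set of Tables S1 and S2. That probe set was not called with replicate numbers as a block (adjusted p = 0.0889). It was called with this block on the 6 arrays compared (adjusted p = 0.0479), a fit added after the values were seen. Cxcl12 was called lower on 1 of its 3 probe sets.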

Some show modulation by Pax3, although this did not include *CXCR4*, regulated by Lbx1, and important for the migration of a subpopulation of myogenic progenitors into the limb bud [51].

BMP/TGFβ signalling, from the dorsal neural tube and lateral mesoderm, has been shown to antagonise the onset of myogenesis [52]. Again, Pax3 affects this signalling pathway, notably by positively regulating genes encoding both ligands and inhibitors such as Chordin-like1, Follistatin and Gremlin1. 

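Chrdl1, which encodes Chordin-like1, a BMP antagonist, rose in forelimb GFP+ cells with PAX3-FKHR, with a log2 fold change of 1.58 (standard error 0.18, adjusted p = 0.0047). Follistatin (Fst) rose on both probe sets, with 1.24 (standard error 0.23, adjusted p = 0.0469) on the first and 1.56 (standard error 0.27, adjusted p = 0.0327) on the second. The ligand gene Bmp5 rose, with 1.43 (standard error 0.24, adjusted p = 0.0331). Tgfbi, a gene induced by TGF beta, fell, with -1.56 (standard error 0.24, adjusted p = 0.0204). Tgfb2 was at 0.50 (adjusted p = 0.757) and Thbs1 at 0.43 (adjusted p = 0.715), with 1.33 (adjusted p = 0.657) on the probe set of Table S1A, which carries the symbols of 2 genes. The first Fst probe set was not called without PAX3-FKHR GFP+ replicate 2 or 3 or control GFP+ replicate 1, 2 or 3 (adjusted p from 0.0681 to 0.195), nor was the second Fst probe set whichever of the 6 arrays compared was left out (adjusted p from 0.0531 to 0.145), nor Bmp5 without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 or 3 (adjusted p from 0.0902 to 0.152), nor Tgfbi without PAX3-FKHR GFP+ replicate 1, 2 or 3 (adjusted p from 0.0801 to 0.110). Chrdl1 was at 1.07 (adjusted p = 0.0819) and Tgfbi at -1.55 (adjusted p = 0.0158) on other probe sets of Tables S1 and S2. Chrdl1 was called higher on 1 of its 4 probe sets and Bmp5 higher on 1 of 3. The second Fst probe set (adjusted p = 0.0715), Bmp5 (adjusted p = 0.0715) and Tgfbi (adjusted p = 0.0597) were not called with replicate numbers as a block. The second Fst probe set (adjusted p = 0.0075), Bmp5 (adjusted p = 0.0075) and Tgfbi (adjusted p = 0.0107) were called with this block on the 6 arrays compared, a fit added after the values were seen.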

In the chick embryo, manipulation of Noggin, produced in the somite, had shown the importance of this inhibitor in permitting *MyoD *activation and the onset of myogenesis [53]. *Gremlin1 *is expressed at the extremities of the dermomyotome at E9.5 (Additional file 2 Table S3A) and subsequently declines in the epaxial domain of more mature somites (Additional file 1 Figure S1B, C) to be no longer detectable by E11.5. It is up-regulated in the presence of PAX3-FKHR (Additional file 3 Figure S3A) (Additional file 1 Figure S3 D, E). In *Gremlin1 *mutant embryos [54], Pax3 expression is normal (results not shown). Somitic expression of *Myf5 *(Additional file 1 Figure S3F, G) and *MyoD *(Figure S3 H, I) is also similar to wild type or heterozygote embryos. However, there is some delay in the onset of expression in the hypaxial domain. There is also a delay in *MyoD *expression in the forelimb bud at E11.5 (Additional file 1 Figure S3), probably reflecting perturbations in signalling pathways within the limb [54]. The lack of a more striking phenotype may reflect compensation by other BMP inhibitors, such as Noggin.

**Table 2:** Changes in transcripts for transcription factors common to somites and forelimbs between Pax3-GFP/+ samples from gain of function Pax3PAX3-FKHR/GFP and control Pax3GFP/+ embryos: UP (bold), DOWN (italics), FC (fold change)

Gene Title	Gene Symbol	FC limb	FC somite
vestigial like 3 (Vito2)	**Vgll3**	8.41	2.22
developing brain homeobox 1	**Dbx1**	6.38	5.19
transcription factor AP-2, gamma	**Tcfap2c**	4.45	1.53
transcription elongation regulator 1-like	**Tcerg1l**	3.61	2.21
Unc4.1 homeobox	**Uncx4.1**	3.36	1.66
PR domain containing 8	**Prdm8**	3.05	1.93
T-box 3	**Tbx3**	2.30	2.16
paired box gene 7	**Pax7**	2.12	1.54
histone deacetylase 5	**Hdac5**	1.97	1.58
myogenic factor 5	**Myf5**	1.90	1.85
nescient helix loop helix 2	*Nhlh2*	-2.06	-0.59
brachyury	*T*	-2.17	-0.55
homeo box A4	*Hoxa4*	-2.64	-1.95
forkhead box C2	*Foxc2*	-3.17	-1.47
homeo box B1	*Hoxb1*	-4.49	-2.33
paired box gene 3	*Pax3*	-4.91	-1.73

**Table 3:** Changes in transcripts for transcription factors from forelimbs only between Pax3-GFP/+ samples from gain of function Pax3PAX3-FKHR/GFP and control Pax3GFP/+ embryos: UP (bold), DOWN (italics), FC (fold change)

Gene Title	Gene Symbol	FC limb
ladybird homeobox 1 homolog corepressor 1	**Lbxcor1**	3.58
nuclear receptor subfamily 3, group C, member 1	**Nr3c1**	2.91
distal-less homeobox 5	**Dlx5**	2.81
myocardin	**Myocd**	2.64
jumonji domain containing 1C	**Jmjd1c**	2.58
runt related transcription factor 1	**Runx1**	2.27
tet oncogene 1	**Tet1**	2.20
H6 homeo box 3 (Nkx5-1)	**Hmx3**	2.00
homeo box A9	*Hoxa9*	-1.82
homeo box A10	*Hoxa10*	-2.01
nuclear receptor subfamily 0, group B, member 1	*Nr0b1*	-2.50
single-minded homolog 2	*Sim2*	-3.16
SRY-box containing gene 2	*Sox2*	-4.04
zinc finger protein of the cerebellum 1	*Zic1*	-4.45
forkhead box G1	*Foxg1*	-11.40

**Table 4:** Changes in transcripts for transcription factors from somites only between Pax3-GFP/+ samples from gain of function Pax3PAX3-FKHR/GFP and control Pax3GFP/+ embryos: UP (bold), DOWN (italics), FC (fold change)

Gene Title	Gene Symbol	FC somites
paired-like homeodomain transcription factor 2	**Pitx2**	3.00
ladybird homeobox homolog 1	**Lbx1**	2.67
trans-acting transcription factor 5	**Sp5**	2.55
zinc finger protein 568	**Zfp568**	2.46
inhibitor of DNA binding 4	**Id4**	2.39
fos-like antigen 2	**Fosl2**	2.34
Kruppel-like factor 4	**Klf4**	2.28
nuclear receptor subfamily 4, group A, member 3	**Nr4a3**	2.26
doublesex and mab-3 related transcription factor like family A2	**Dmrta2**	1.86
inhibitor of DNA binding 2	**Id2**	1.82
ISL1 transcription factor, LIM/homeodomain	**Isl1**	1.75
Kruppel-like factor 11	**Klf11**	1.60
inhibitor of DNA binding 1	**Id1**	1.57
zinc finger, CCHC domain containing 12	**Zcchc12**	1.55
zinc finger, MYND domain containing 11	**Zmynd11**	1.54
LIM homeobox protein 2	**Lhx2**	1.54
transcription factor AP-2 beta	**Tcfap2b**	1.50
basonuclin 2	**Bnc2**	1.45
doublesex and mab-3 related transcription factor 2	**Dmrt2**	1.45
mohawk homeobox	**Mkx**	1.43
histone cluster 2, H3c1	*Hist2h3c1*	-1.42
nuclear receptor co-repressor 2	*Ncor2*	-1.43
forkhead box C1	*Foxc1*	-1.45
runt-related transcription factor 1; translocated to 1	*Runx1t1*	-1.46
homeo box C8	*Hoxc8*	-1.47
zinc finger and BTB domain containing 16	*Zbtb16*	-1.47
similar to COUP-TFI/nuclear receptor subfamily 2, group F, member 1	*Nr2f1*	-1.47
T-box 22	*Tbx22*	-1.47
homeo box C5	*Hoxc5*	-1.51
homeo box C6	*Hoxc6*	-1.51
myocyte enhancer factor 2C	*Mef2c*	-1.52
basic helix-loop-helix family, member e22	*Bhlhe22*	-1.55
achaete-scute complex homolog 1 (Drosophila)	*Ascl1*	-1.56
single-minded homolog 1 (Drosophila)	*Sim1*	-1.58
Meis homeobox 1	*Meis1*	-1.58
dachshund 1 (Drosophila)	*Dach1*	-1.72
chromodomain helicase DNA binding protein 8	*Chd8*	-2.04
myogenic factor 6	*Myf6*	-2.26
myogenin	*Myog*	-2.35
paired-like homeobox 2b	*Phox2b*	-2.39

A striking finding of this screen is the variety of genes for inhibitors of signalling pathways that are controlled by Pax3. These include *Sprouty1*, *Sfrp3*, *Gremlin1 *and *Hhip*, which encode inhibitors of FGF, Wnt, BMP and Shh signalling, respectively (Table 1). This indicates that Pax3 negatively modulates the activity of signalling pathways as well as promoting their activation. 

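Of 4 inhibitor genes, Hhip rose in forelimb GFP+ cells with PAX3-FKHR, with a log2 fold change of 1.02 (standard error 0.13, adjusted p = 0.0071), and Frzb, the gene of Sfrp3, fell, with a log2 fold change of -1.59 (standard error 0.24, adjusted p = 0.0189). Grem1 had a log2 fold change of 0.95 (standard error 0.21, adjusted p = 0.127), which does not pass the test. The levels of Frzb were 5.64 ± 0.35 with PAX3-FKHR, 7.23 ± 0.35 in control GFP+ and 8.56 ± 0.33 in GFP- cells (mean ± SD of log2 values). Against GFP- cells, Spry1 was lower in the control GFP+ cells, at -1.13 (adjusted p = 0.0310), and Hhip higher, at 0.93 (adjusted p = 0.0029). Frzb against control GFP+ was not called without PAX3-FKHR GFP+ replicate 2 or 3 or control GFP+ replicate 1 or 3 (adjusted p from 0.0513 to 0.0833), nor was Spry1 against GFP- without GFP- replicate 1, 2 or 3 (adjusted p from 0.0809 to 0.0945). Hhip was called higher on 2 of its 4 probe sets and Frzb lower on 1 of 2. Grem1 against control GFP+ (adjusted p = 0.0392) was called with replicate numbers as a block on the 6 arrays compared, a fit added after the values were seen.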

The role of the FGF inhibitor, Sprouty, in maintaining the myogenic stem cell population in the face of FGF signalling that promotes entry into the myogenic differentiation programme has been demonstrated [19]. In addition, pathways that negatively impact entry into the myogenic programme, such as BMP/TGFβ, are also abrogated by inhibitors, as illustrated for Gremlin, precisely expressed at the extremities of the dermomyotome where activation of myogenic determination factors is first initiated.

### Pax3 modulation of genes implicated in transcription

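Transcription factor genes went both ways in the forelimb GFP+ cells with PAX3-FKHR. Dbx1, a homeobox gene, rose, with a log2 fold change of 2.67 (standard error 0.36, adjusted p = 0.0098), Tcerg1l with 1.85 (standard error 0.18, adjusted p = 0.0016) and Prdm8 with 1.61 (standard error 0.16, adjusted p = 0.0017). Dlx5, another homeobox gene, rose by 1.49 (adjusted p = 0.0071), and Nr3c1, the glucocorticoid receptor gene, by 1.05 (adjusted p = 0.0239). Nr0b1, a nuclear receptor gene, fell, with a log2 fold change of -1.32 (standard error 0.11, adjusted p = 6.77e-04). Tbx3 was at 0.99 (adjusted p = 0.269) on its brightest probe set and rose on the next, at 1.20 (adjusted p = 0.0112). Sox2 was at -2.02 (adjusted p = 0.0721), Nhlh2 at -1.05 (adjusted p = 0.256), Tet1 at 1.14 (adjusted p = 0.196), Hmx3 at 1.00 (adjusted p = 0.126) and Jmjd1c at 0.33 (adjusted p = 0.644) on its brightest probe set and 1.37 (adjusted p = 0.228) on that of Table S2A, which do not pass the test. Dbx1 was not called without PAX3-FKHR GFP+ replicate 2 or 3 (adjusted p from 0.0509 to 0.0560), nor was Nr3c1 without PAX3-FKHR GFP+ replicate 1 or 2 or control GFP+ replicate 1 or 3 (adjusted p from 0.0683 to 0.117), nor the next Tbx3 probe set without PAX3-FKHR GFP+ replicate 2 or 3 (adjusted p from 0.0560 to 0.0713). Sox2 passed the test without PAX3-FKHR GFP+ replicate 2 or 3 (adjusted p from 0.0143 to 0.0285), and Nhlh2 without PAX3-FKHR GFP+ replicate 2 (adjusted p = 0.0108), and Tet1 without control GFP+ replicate 1 (adjusted p = 0.0485), and Hmx3 without PAX3-FKHR GFP+ replicate 1 (adjusted p = 0.0033). Nr3c1 was at 1.54 (adjusted p = 0.0129) and 1.22 (adjusted p = 0.0583) on other probe sets of Tables S1 and S2. Nr3c1 was called higher on 2 of its 6 probe sets and Tbx3 higher on 2 of 5. The Jmjd1c probe set of Table S2A (adjusted p = 0.0398) was called with replicate numbers as a block. Sox2 (adjusted p = 0.0395) and the Jmjd1c probe set of Table S2A (adjusted p = 0.0057) were called with this block on the 6 arrays compared, a fit added after the values were seen. So was the Nr3c1 probe set at 1.22 (adjusted p = 0.0121).

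**Figure D3:**
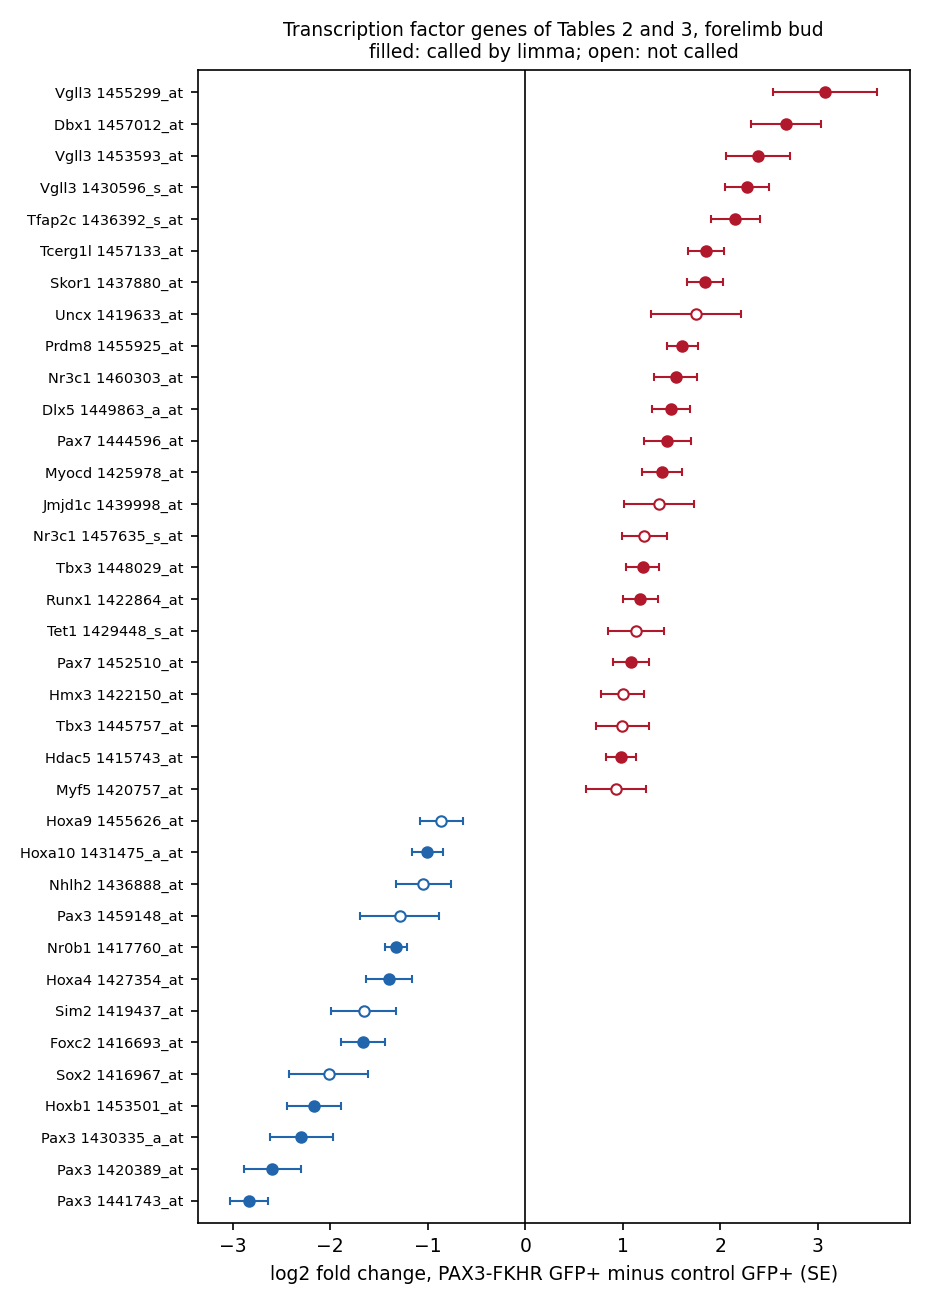
Log2 fold change of transcription factor genes of Tables 2 and 3 in forelimb GFP+ cells, PAX3-FKHR GFP+ minus control GFP+, with the standard error of the limma fit (n = 3 arrays per group). Dbx1 lies at 2.67 and Nr0b1 at -1.32.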

Examples of genes involved in the control of transcription that show up- or down-regulation in Pax3 positive (Pax3-GFP) cells in the presence of PAX3-FKHR, compared to controls, are presented in Table 2, 3, 4. This is divided into three sections for differentially regulated genes in both somites (E9.5) and forelimbs (E10.5) (Table 2) or only in forelimbs (Table 3) or only in somites (Table 4). Transcriptional effectors of signalling pathway (see Table 1) have been removed from Table 2, 3, 4.

*Pitx *genes, such as *Pitx2*, which is positively regulated by Pax3, have been implicated in myogenesis [55]. Very few Pitx target genes have been identified to date. Recently, in zebrafish, a member of the *Shroom *family, encoding an actin binding protein implicated in epithelial organization [56,57], has been reported to be a direct target of Pitx factors [58]. Interestingly, *Shroom2*, like *Pitx2*, is up-regulatd by Pax3 in the somite (Additional file 2 Table S2). The *Pax3*-*Pitx2*-*Shroom2 *cascade may be implicated in the maintenance of the epithelial organization of the hypaxial dermomyotome in the mouse embryo.

*Lbx1 *is another gene that is implicated in myogenesis (Table 4). Previous observations on decreased *Lbx1 *expression in *Pax3 *mutants were difficult to interpret because of cell death in the hypaxial somite, where the gene is expressed at limb levels [1], however the gain of function result shown here indicates that *Pax3 *lies genetically upstream of *Lbx1*. This result was confirmed by whole mount *in situ *hybridization on *Pax3*^*Pax3-En/+ *^partial loss of function embryos at E9.5 (Figure 3B), when apoptosis due to perturbation of Pax3 function is minimal [10] as shown by X-gal staining of Pax3 expressing cells (Figure 3D). 

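Lbx1 was at 9.46 ± 0.20 with PAX3-FKHR, 9.79 ± 0.28 in control GFP+ and 4.77 ± 0.62 in GFP- cells of the forelimb bud (mean ± SD of log2 values). The log2 fold change with PAX3-FKHR was -0.33 (standard error 0.28, adjusted p = 0.830), and on the dimmer probe set -0.60 (standard error 0.21, adjusted p = 0.526). Against GFP- cells Lbx1 was higher in the control GFP+ cells, with a log2 fold change of 5.02 (standard error 0.28, adjusted p = 1.38e-05).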

*Lbx1 *is also expressed in cells migrating to the limbs, but was not modified in the limb bud microarrays suggesting that, like *c-Met *(which appears as a potential Pax3 target in the dermomyotome but not in the limb), this aspect of its expression is not Pax3 dependent. This result suggests that *Pax3 *regulates the expression of *Lbx1 *and *c-Met *to control cell delamination from the hypaxial dermomyotome of the somite, but not later during progenitor cell migration to the limb buds, thus dissociating its function in delamination and migration. 

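Skor1, the current symbol of Lbxcor1, rose in forelimb GFP+ cells with PAX3-FKHR, from 4.79 ± 0.27 to 6.63 ± 0.32 (mean ± SD of log2 values), a log2 fold change of 1.84 (standard error 0.19, adjusted p = 0.0017). It was also higher in control GFP+ than in GFP- cells, at 0.77 (adjusted p = 0.0358). Skor1 against GFP- was not called without control GFP+ replicate 1 or 3 or GFP- replicate 1, 2 or 3 (adjusted p from 0.0702 to 0.118). Skor1 was called higher on 1 of its 2 probe sets.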

In Pax3 positive cells in the forelimb bud, *Lbxcor1*, which encodes a co-repressor of Lbx [59] is up-regulated (Table 3), suggesting that by this stage repression of Lbx activity is important. In the limbs, the gene for the cytokine receptor, CXCR4, that is required for the development of a subset of myogenic cells, depends on Lbx1 [51]*in vivo*. Results *in vitro *show that expression of *CXCR4 *is regulated by PAX3-FKHR in Rhabdomyosarcoma cell lines [60] and by Pax7 in C2C12 cell lines [13]. However the level of *CXCR4 *transcripts is not altered in the presence of PAX3-FKHR in our screen in the embryo, although they are present in Pax3-GFP positive cells, as expected (Additional file 3 Table S4).

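Cxcr4 was at 5.86 ± 0.56 with PAX3-FKHR, 6.72 ± 0.36 in control GFP+ and 3.94 ± 0.17 in GFP- cells of the forelimb bud (mean ± SD of log2 values). The log2 fold change with PAX3-FKHR was -0.86 (standard error 0.27, adjusted p = 0.397), which does not pass the test, and that of control GFP+ against GFP- cells was 2.78 (standard error 0.27, adjusted p = 3.23e-04).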

**Figure 3:**
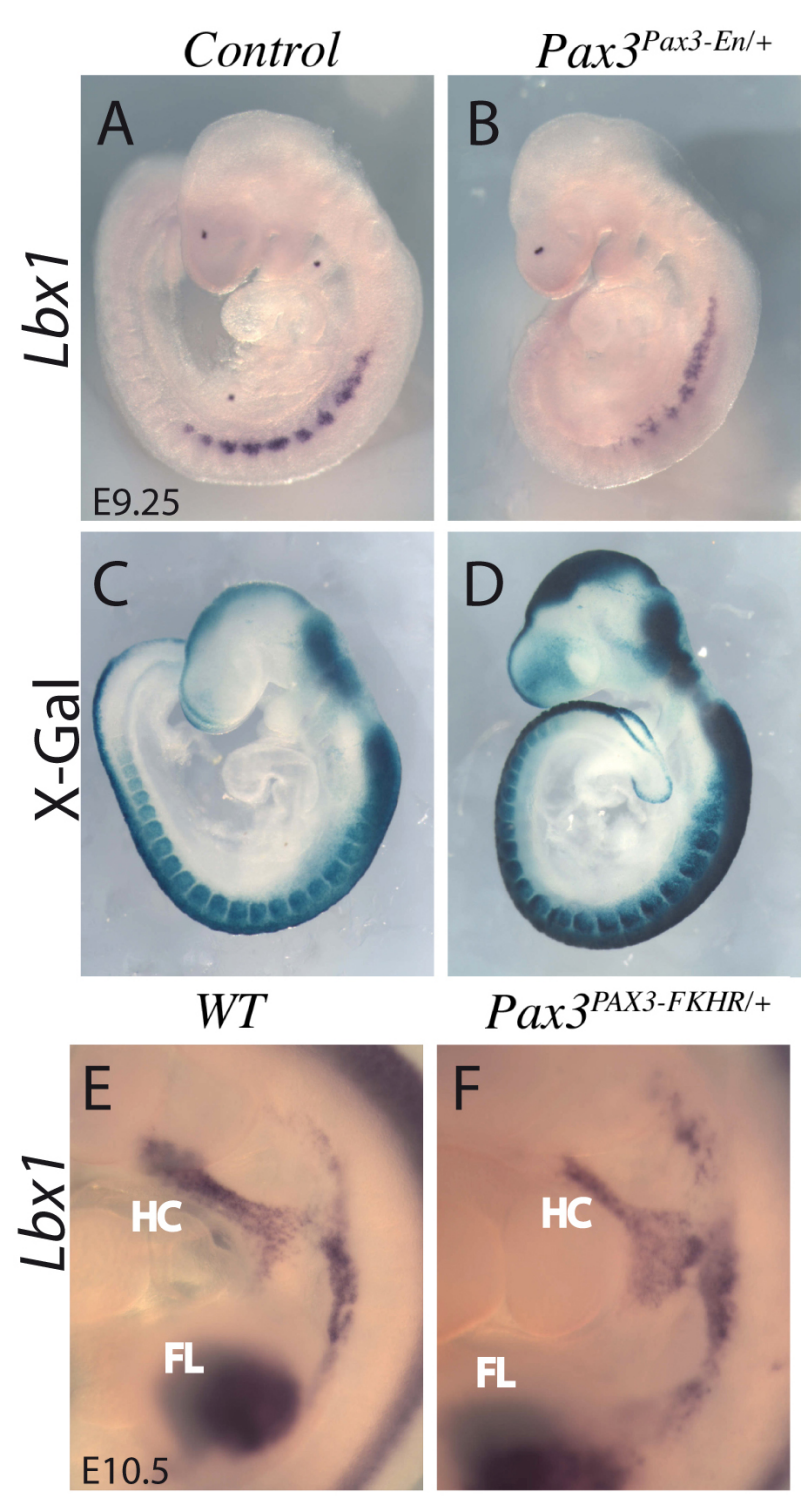
***Lbx1 *expression depends on *Pax3***. (A, B, E, F) Whole mount *in situ *hybridisation with an *Lbx1 *probe of control (A, E), *Pax3^Pax3-En/+ ^*partial loss of function (B) and *Pax3^PAX3-FKHR/+ ^*gain of function embryos (F) at E9.25 (A, B) and E10.5 (E, F), showing down-regulation of *Lbx1 *transcripts when Pax3 activity is reduced, and some up-regulation of its expression in the presence of PAX3-FKHR in somites. In the lower panels (C, D) X-gal staining of β-galactosidase from the *IresnlacZ *reporter in *Pax3^IresnlacZ/+ ^*(C) or *Pax3^Pax3-En-IresnlacZ/+ ^*(D) shows the extent of the somites, notably the hypaxial domain.

Six homeo-domain transcription factors, with their Eya co-activators and Dach co-repressors, are also important upstream regulators of myogenesis [1]. 

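Eya1, Eya2, Six2 and Dach2, which encode factors of the Pax-Six-Eya-Dach network, were higher in control GFP+ than in GFP- cells of the forelimb bud. Eya1 had a log2 fold change of 4.75 (standard error 0.24, adjusted p = 9.67e-06), Eya2 3.34 (standard error 0.21, adjusted p = 2.61e-05), Six2 1.63 (standard error 0.22, adjusted p = 0.0025) and Dach2 1.69 (standard error 0.26, adjusted p = 0.0043). Six4 was at 0.36 (adjusted p = 0.361) and Six5 at 0.00 (adjusted p = 0.997). With PAX3-FKHR, Eya1 was at 0.09 (adjusted p = 0.950), Eya2 at 0.35 (adjusted p = 0.775), Six2 at -0.10 (adjusted p = 0.942) and Dach2 at -0.54 (adjusted p = 0.724). Of 29 myogenic regulators with PAX3-FKHR, 2 were called higher and 1 lower, and 26 did not pass the test (5 and 6 adjusted over the list alone, camera adjusted p = 0.720; 1 and 1 with replicate numbers as a block and 3 and 3 with this block on the 6 arrays compared, added after the values were seen). Six4 against GFP- passed the test without control GFP+ replicate 3 (adjusted p = 0.0341).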

Transcripts for these factors are present in the Pax3-GFP positive cells (Additional file 3 Table S4), but only *Dach1 *expression is affected by PAX3-FKHR (Table 4); it is down-regulated, in keeping with Pax3 promotion of Six myogenic activity. Manipulation of Dach, which is high in quiescent satellite cells, demonstrates its negative role in activated Pax3-GFP positive cells, retarding their entry into myogenesis [31].

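Sim1 was at 5.46 ± 0.24 with PAX3-FKHR and 6.25 ± 0.24 in the control GFP+ cells of the forelimb bud (mean ± SD of log2 values), a log2 fold change of -0.79 (standard error 0.17, adjusted p = 0.113). Sim2 was at 6.58 ± 0.65 and 8.24 ± 0.51, a difference of -1.66 (standard error 0.33, adjusted p = 0.0709), so neither passes the test. Both were higher in control GFP+ than in GFP- cells, Sim1 by 2.93 (adjusted p = 1.94e-05) and Sim2 by 4.31 (adjusted p = 8.43e-05). Sim2 against control GFP+ (adjusted p = 0.0119) was called with replicate numbers as a block on the 6 arrays compared, a fit added after the values were seen.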

*Sim1 *and *Sim2 *transcripts, that mark hypaxial somite domains and migrating myogenic progenitors [61,62], are both negatively regulated by PAX3-FKHR. Sim2 has been shown to prevent epithelial/mesenchymal transitions (EMT) through repression of *Slug *[63]. When PAX3-FKHR is transfected into NIH3T3 cells, *Slug *transcripts are up-regulated [16]. Pax3 repression of *Sim2 *may be necessary to promote delamination of migratory myogenic cells and indeed in *Pax3^PAX3-FKHR/+ ^*embryos there is premature EMT, accompanied by up-regulation of *c-Met *[9]. Experiments in the chick embryo have shown that FGF signalling from the myotome triggers the expression of Snail, a known regulator of EMT [64]. In our transcriptome data, neither *Snail *nor *Slug *expression was affected and therefore EMT in this context may involve other transcriptional regulators.

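Snai1, the gene of Snail, had a log2 fold change of -0.27 (standard error 0.24, adjusted p = 0.834) with PAX3-FKHR in the forelimb GFP+ cells, and Snai2, the gene of Slug, 0.34 (standard error 0.20, adjusted p = 0.771). Zeb2, another gene tied to EMT, was at 0.33 (adjusted p = 0.853), and was higher in control GFP+ than in GFP- cells, at 2.22 (adjusted p = 0.0037).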

Many *Hox *genes (*Hoxa4*, *a9, a10*, *Hoxb1 *and *Hoxc5, c6, c8*), present in somites and/or limbs, are down-regulated in Pax3-GFP positive cells in the presence of PAX3-FKHR. This is an intriguing finding. 

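Of 33 Hox genes in forelimb GFP+ cells with PAX3-FKHR, 0 were called higher and 5 lower, and 28 did not pass the test (0 and 12 adjusted over the list alone, camera adjusted p = 3.20e-14; 0 and 2 with replicate numbers as a block and 0 and 6 with this block on the 6 arrays compared, added after the values were seen), with 30 of the log2 fold changes below 0. Hoxb1 fell, with a log2 fold change of -2.17 (standard error 0.27, adjusted p = 0.0067), Hoxa4 with -1.40 (standard error 0.24, adjusted p = 0.0316) and Hoxa10 with -1.01 (standard error 0.16, adjusted p = 0.0206). Hoxb5 fell by 0.98 (adjusted p = 0.0444) and Hoxb3 by 0.98 (adjusted p = 0.0498). Hoxa9 was at -0.86 (adjusted p = 0.206), Hoxc5 at -0.63 (adjusted p = 0.229), Hoxc6 at 0.01 (adjusted p = 0.994) and Hoxc8 at -0.18 (adjusted p = 0.950), which do not pass the test. Hoxa4 was not called without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 or 3 (adjusted p from 0.0679 to 0.120), nor was Hoxa10 without PAX3-FKHR GFP+ replicate 2 or 3 or control GFP+ replicate 1 or 2 (adjusted p from 0.0737 to 0.117), nor Hoxb5 whichever of the 6 arrays compared was left out (adjusted p from 0.0847 to 0.177), nor Hoxb3 whichever of the 6 arrays compared was left out (adjusted p from 0.0549 to 0.201). Hoxa9 passed the test without PAX3-FKHR GFP+ replicate 1 (adjusted p = 0.0393). Hoxa4 was called lower on 1 of its 2 probe sets, Hoxa10 lower on 1 of 2 and Hoxb3 lower on 1 of 2. Hoxa4 (adjusted p = 0.0736), Hoxb5 (adjusted p = 0.0970) and Hoxb3 (adjusted p = 0.0816) were not called with replicate numbers as a block. Hoxa4 (adjusted p = 0.0182), Hoxb5 (adjusted p = 0.0309) and Hoxb3 (adjusted p = 0.0218) were called with this block on the 6 arrays compared, a fit added after the values were seen.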

*Hox *gene regulation at the level of the somites, with consequences for myogenesis, has already been documented [65,66]. Our findings now suggest a reciprocal relationship.

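Foxc2 fell in forelimb GFP+ cells with PAX3-FKHR, from 7.41 ± 0.10 to 5.75 ± 0.42 (mean ± SD of log2 values), a log2 fold change of -1.66 (standard error 0.22, adjusted p = 0.0092). In GFP- cells it was at 5.20 ± 0.31, 2.21 below the control GFP+ cells (adjusted p = 4.17e-04).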

*Foxc2*, is negatively regulated by PAX3-FKHR [21] (Table 2) and this is also the case to a lesser extent for *Foxc1 *in somites (Table 4). Reciprocal negative regulation between *Pax3 *and *Foxc2 *has been implicated in cell fate choices of multipotent cells in the dermomyotome, such that high Pax3 promotes myogenesis at the expense of vasculogenesis and *vice versa *[21]. *Runx1*, and the related gene *Runx1t1*, are up-regulated in the presence of PAX3-FKHR in forelimb buds and somites respectively (Table 2, 3, 4). 

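Runx1 rose in forelimb GFP+ cells with PAX3-FKHR on a dimmer probe set, that of the study's tables, from 4.38 ± 0.26 to 5.56 ± 0.27 (mean ± SD of log2 values), a log2 fold change of 1.18 (standard error 0.18, adjusted p = 0.0194). Its brightest probe set was at 6.32 ± 0.20 in the control and 6.21 ± 0.14 with PAX3-FKHR, a difference of -0.11 (standard error 0.14, adjusted p = 0.894). The dimmer Runx1 probe set was not called without PAX3-FKHR GFP+ replicate 2 or 3 or control GFP+ replicate 2 or 3 (adjusted p from 0.0682 to 0.106). Runx1 was called higher on 1 of its 6 probe sets.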

Runx1 is a factor that marks endothelial cells, some of which, in the limb, derive from the dermomyotome [2]. This would suggest that Pax3 may contribute to the priming of cells to become endothelial, although it is Foxc2 that promotes the vascular fate. 

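Myocd, the gene of Myocardin, a regulator of smooth muscle genes, rose in forelimb GFP+ cells with PAX3-FKHR, from 4.13 ± 0.14 to 5.53 ± 0.44 (mean ± SD of log2 values), a log2 fold change of 1.40 (standard error 0.21, adjusted p = 0.0149). Of 15 smooth muscle markers, 1 was called higher and 0 lower, and 14 did not pass the test (2 and 0 adjusted over the list alone, camera adjusted p = 0.0409, adjusted p = 0.390 with an estimated correlation), and camera placed the list higher. The list was not called without PAX3-FKHR GFP+ replicate 2 or 3 or control GFP+ replicate 2 or 3 (camera adjusted p from 0.0573 to 0.124), with the filter at the median (0.258) or with the mean of all probe sets of a gene (0.102). Myocd was not called without PAX3-FKHR GFP+ replicate 2 or 3 or control GFP+ replicate 1 (adjusted p from 0.0680 to 0.0834). Myocd was called higher on 1 of its 2 probe sets.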

*Myocardin *is also up-regulated, indicating positive control by Pax3 (directly or indirectly). Myocardin controls smooth muscle differentiation [67] and this may also be indicative of such "priming". However some smooth muscle markers are also expressed in differentiating skeletal muscle cells in the embryo. Unexpected expression of *Myocardin *in the dorsal somite had already been reported [67].

The gene that encodes the myogenic determination factor, Myf5, is up-regulated by PAX3-FKHR, both in the somite at E9.5 and in E10.5 forelimb buds (Table 2). This is consistent with direct activation by Pax3 of the *Myf5 *limb regulatory element [10] and of regulation of early *Myf5 *expression through *Dmrt2*, which is itself a Pax3 target in the dermomyotome in the epaxial and potentially also the hypaxial domain [20] (Table 4). 

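In the forelimb bud, Myf5 was at 10.00 ± 0.22 with PAX3-FKHR, 9.07 ± 0.14 in control GFP+ and 3.33 ± 0.74 in GFP- cells (mean ± SD of log2 values). The log2 fold change with PAX3-FKHR was 0.93 (standard error 0.31, adjusted p = 0.471), which does not pass the test. Control GFP+ cells were above GFP- cells by 5.74 (standard error 0.31, adjusted p = 1.12e-05). Myf5 against control GFP+ (adjusted p = 0.0180) was called with replicate numbers as a block on the 6 arrays compared, a fit added after the values were seen.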

Interestingly the gene for the transcriptional co-factor Vgll3 (also called Vito-2) is up-regulated (Table 2 see also Figure 2B). 

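Vgll3 rose in forelimb GFP+ cells with PAX3-FKHR on all 3 of its probe sets. On the brightest, the log2 fold change was 2.27 (standard error 0.23, adjusted p = 0.0017), from 6.95 ± 0.30 to 9.22 ± 0.25 (mean ± SD). It was 2.39 (standard error 0.33, adjusted p = 0.0103) on the second and 3.07 (standard error 0.54, adjusted p = 0.0381) on the dimmest. Vgll3 was also higher in control GFP+ than in GFP- cells, at 3.22 (adjusted p = 5.94e-05). The second Vgll3 probe set against control GFP+ was not called without PAX3-FKHR GFP+ replicate 2 or 3 (adjusted p from 0.0577 to 0.0588), nor was the dimmest Vgll3 probe set against control GFP+ without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 (adjusted p from 0.0737 to 0.153).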

Vgll3, expressed at the onset of myogenesis [68], enhances the transcriptional activity of TEF transcription factors that bind to MCAT motifs, present in many skeletal muscle specific genes [69]. In this context, Six homeodomain proteins, in addition to their upstream role in concertation with Pax3 at the onset of myogenesis, also, unlike Pax3, directly activate differentiation genes. Down-regulation of the gene for the Six co-repressor, Dach1 will also promote differentiation. However genes encoding transcription factors associated with myogenic differentiation, such as *Myogenin*, *Mrf4*, *Mef2c *and downstream muscle genes, such as *Myosins *or *Troponins *are down-regulated in the presence of PAX3-FKHR (Additional file 2 Table S3B). Activation of myogenic differentiation may be prevented by negative regulation in Pax3 expressing cells of *Meis1 *(Table 4), which encodes a protein, required for chromatin accessibility in a myogenic context, as shown for MyoD [70]. *Mbnl3 *(Muscleblind-like 3), up-regulated by PAX3-FKHR (Additional file 2 Table S3A, Figure 2B), encodes a protein that inhibits MyoD dependent gene expression, thus antagonising differentiation [71]. In this context, Myocardin in concertation with Hdac5, also modulated by Pax3 (see below), represses MyoD/Myf5 activation of the *Myogenin *promoter [72], thus preventing skeletal muscle differentiation. Myocardin expression, also detected in the dermomyotome [72], may prevent premature differentiation of Myf5 expressing cells in the hypaxial domain. Furthermore differentiation will be reduced by the positive effect of Pax3 on the expression of *Id1*, *Id2 *and *Id4 *(Table 4), encoding helix-loop-helix proteins which complex with basic helix-loop-helix factors such as MyoD, interfering with DNA binding [73]. *Id3 *did not emerge from our screen, but this gene had been identified as a Pax3 target in cultured muscle cells [14]. 

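Id3 had a log2 fold change of -0.27 (standard error 0.16, adjusted p = 0.769) with PAX3-FKHR in the forelimb GFP+ cells, which does not pass the test. It was at 10.12 ± 0.24 with PAX3-FKHR, 10.40 ± 0.10 in control GFP+ and 9.61 ± 0.21 in GFP- cells (mean ± SD of log2 values), and was higher in control GFP+ than in GFP- cells, at 0.79 (adjusted p = 0.0152). Id3 against GFP- was not called without control GFP+ replicate 2 or GFP- replicate 1 or 3 (adjusted p from 0.0516 to 0.0564).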

Overexpression of Pax7 in cultured muscle cells identified *Id2*, as well as *Id3*, as a target [13]. In the embryo, targeting of *Pax3 *alleles with a Pax7 coding sequence [12] showed that Pax7 can replace Pax3 and therefore that these genes share common targets. These observations indicate that while Pax3 is required for entry into the myogenic programme, it also acts as a brake on muscle differentiation and indeed continued high level of expression of Pax3 retards the onset of differentiation in muscle satellite cells [74].

Transcripts of *Pax7*, the paralogue of *Pax3*, are higher in the presence of PAX3-FKHR in both limbs and somites (Table 2). 

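Pax7 rose in forelimb GFP+ cells with PAX3-FKHR on both probe sets, with a log2 fold change of 1.45 (standard error 0.24, adjusted p = 0.0281) on the brighter and 1.08 (standard error 0.18, adjusted p = 0.0316) on the dimmer. On the brighter it was at 7.62 ± 0.10 with PAX3-FKHR, 6.16 ± 0.21 in control GFP+ and 3.67 ± 0.55 in GFP- cells (mean ± SD of log2 values). Control GFP+ cells were above GFP- cells by 2.49 (adjusted p = 3.27e-04). The brighter Pax7 probe set against control GFP+ was not called whichever of the 6 arrays compared was left out (adjusted p from 0.0595 to 0.130), nor was the dimmer Pax7 probe set against control GFP+ without PAX3-FKHR GFP+ replicate 2 or 3 or control GFP+ replicate 2 or 3 (adjusted p from 0.0990 to 0.141). The brighter Pax7 probe set against control GFP+ (adjusted p = 0.0531) and the dimmer Pax7 probe set against control GFP+ (adjusted p = 0.0696) were not called with replicate numbers as a block. The brighter Pax7 probe set against control GFP+ (adjusted p = 0.0075) was called with this block on the 6 arrays compared, a fit added after the values were seen. The dimmer Pax7 probe set against control GFP+ (adjusted p = 0.0709) was not called with this block on the 6 arrays compared, a fit added after the values were seen.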

Down-regulation of *Pax7 *in somites, when Pax3 activity is reduced, is seen by whole mount *in situ *hybridization with a *Pax7 *probe on *Pax3^Pax3-En/+ ^*embryos (Figure 4B). When quantitative PCR is performed on RNA isolated from the same numbers of Pax3-GFP cells purified by flow cytometry from *Pax3^GFP/+ ^*and *Pax3^GFP/nlacZ ^*embryos, the reduction of *Pax7 *transcripts in the absence of Pax3 is striking (Figure 4C, D). This observation on Pax3 dependence of *Pax7 *expression is important in understanding Pax3/7 regulation of muscle stem cell fate. This *in vivo *result is in contrast to *in vitro *observations where PAX3-FKHR overexpression in human Rhabdomyosarcoma cell lines leads to a down-regulation of *PAX7 *expression [60]. It has also been reported that *Pax7 *is up-regulated in the somites of *Pax3 *mutant (*Splotch*) embryos [75], however this was not a quantitative analysis, and somite disorganisation in the absence of Pax3 complicates the interpretation of *in situ *hybridisation.

**Figure 4:**
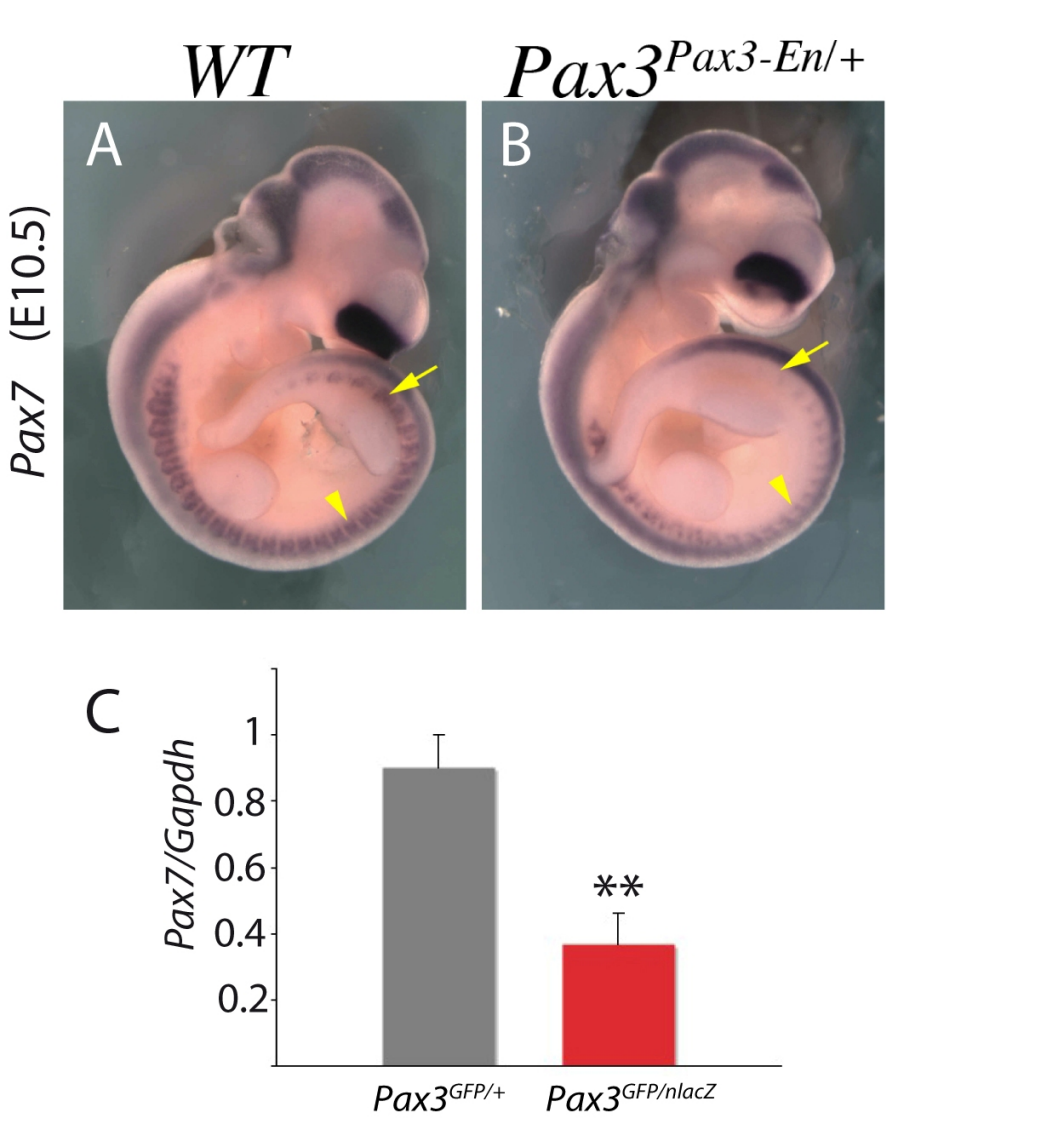
***Pax7 *expression depends on *Pax3***. (A, B) Whole mount *in situ *hybridisation with a *Pax7 *probe of wild-type (WT) (A) and *Pax3^Pax3-En/+ ^*partial loss of function (B) embryos at E10.5, showing down-regulation of *Pax7 *transcripts when Pax3 activity is reduced. (C) GFP positive cells were isolated by flow cytometry (see Figure 2) from the interlimb somites of *Pax3^GFP/+ ^*and *Pax3^GFP/nlacZ ^*embryos at E10.5. The same number of cells in each case was used for RNA preparation and quantitative PCR analysis, with *Pax7 *and *Gapdh *primers; mRNA levels are shown relative to *Gapdh *transcripts with the heterozygote control level taken as 1. Histograms represent mean fold change for four different biological samples analyzed in duplicate at each stage; error bars, standard error to the mean (SEM); **p < 0.005.

Finally, the gene encoding the histone deacetylase, Hdac5, a class II histone deacetylase, that acts as a negative regulator of transcription, is up-regulated in Pax3-GFP positive cells in the presence of PAX3-FKHR in somites and limb buds (Table 2). 

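Hdac5 rose in forelimb GFP+ cells with PAX3-FKHR, from 8.26 ± 0.14 to 9.24 ± 0.23 (mean ± SD of log2 values), a log2 fold change of 0.98 (standard error 0.15, adjusted p = 0.0208). In GFP- cells it was at 7.97 ± 0.10, which differs from the control GFP+ cells by 0.29 (adjusted p = 0.310) and does not pass the test. Hdac5 against control GFP+ was not called without PAX3-FKHR GFP+ replicate 1 or 2 or control GFP+ replicate 1 or 3 (adjusted p from 0.0544 to 0.125).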

Expression of *Hdac5 *at these sites of myogenesis is shown by whole mount *in situ *hybridization in Figure 5A and confirmation that it is positively regulated by Pax3 is shown by qRT-PCR on RNA from the same number of Pax3-GFP positive cells (Figure 5B). Pax3 acts mainly as a transcriptional activator in the myogenic context [9] and therefore genes that are down-regulated in a *Pax3 *gain of function context are probably indirectly regulated by Pax3. *Foxc2 *is an example of such a gene [21]. Hdac5 is a candidate negative intermediary. In *Hdac5 *mutants, *Foxc2 *is up-regulated (Figure 5D), indicating that *Pax3 *repression of *Foxc2 *may be mediated by *Hdac5*, which is itself positively regulated by Pax3.

**Figure 5:**
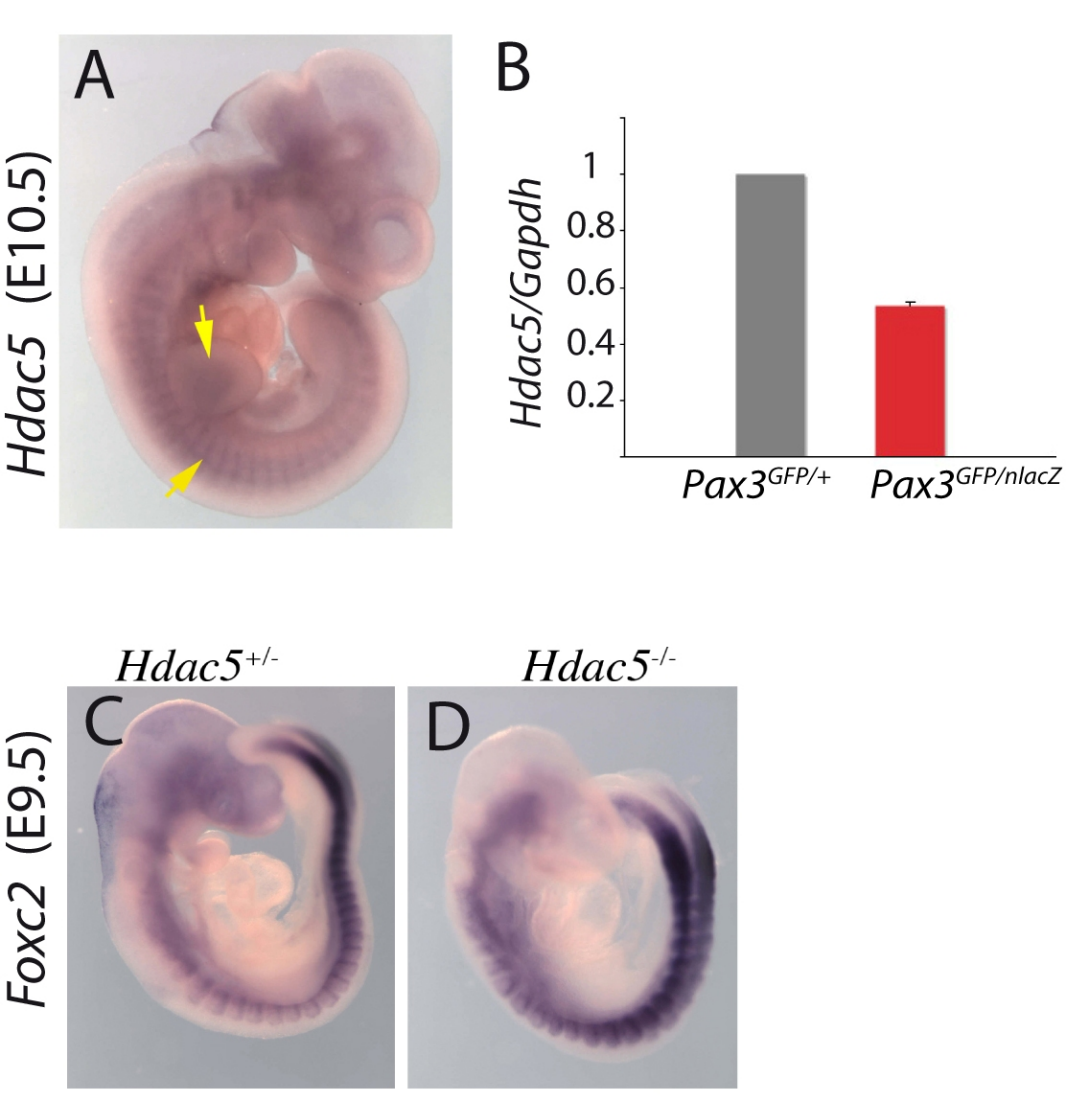
**The *Hdac5 *gene is positively regulated by *Pax3 *and negatively affects *Foxc2***. (A) Whole mount *in situ *hybridisation at E10.5 with an *Hdac5 *probe. Arrows point to expression at sites of myogenesis in the somites and forelimb bud. (B) GFP positive cells were isolated by flow cytometry (see Figure 2) from interlimb somites of *Pax3^GFP/+ ^*and *Pax3^GFP/nlacZ ^*embryos and the same numbers of cells were used for RNA preparation and quantitative PCR analysis of *Hdac5 *and *Gapdh *transcripts; mRNA levels are shown relative to *Gapdh *transcripts with the heterozygote control (*Pax3^GFP/+^*) level taken as 1. Histograms represent mean fold change for two different biological samples analyzed in duplicate at each stage; error bars, standard error to the mean (SEM). (C-D) Whole mount *in situ *hybridisation with a *Foxc2 *probe on *Hdac5^+/- ^*(C) and *Hdac5^-/- ^*(D) embryos at E9.5, showing up-regulation of *Foxc2 *in somites in the absence of Hdac5.

## Conclusions

We have identified sequences that are potential Pax3 targets, thus giving insight into Pax3 orchestration of progenitor cell behaviour prior to, and at the onset of, myogenesis. Many components of signalling pathways, including inhibitors as well as activators, emerge from the screen, demonstrating how Pax3 modulates their impact on progenitor cell behaviour and progression towards muscle. This is also evident from transcriptome analysis of chromatin remodelling and transcription factors/co-factors. *Pax3 *regulated sequences modulate initial cell fate decisions in the multipotent Pax3 positive stem cells of the dermomyotome. In this case *Hdac5*, positively regulated by *Pax3*, negatively impacts *Foxc2 *expression. *Foxc1 *is also down-regulated indirectly by *Pax3*. In this stem cell context, *Pax3 *positively regulates *Pax7 *also implicated in reciprocal repression with *Foxc1/c2 *[21]. Entry into the myogenic programme is promoted by down-regulation by *Pax3 *of the gene for the Six1/4 co-repressor Dach2 and also by the previously demonstrated activation of the myogenic determination gene *Myf5*, which in this case has been shown to be direct [10]. Genes for myogenic differentiation factors and downstream muscle proteins are mainly down-regulated by *Pax3*, acting negatively on the gene for the chromatin remodelling factor Meis and positively on the *Id *gene family of myogenic inhibitors as well as on *Myocardin*. Pax3, either directly or indirectly, is thus acting as a brake on muscle differentiation, while priming entry into the myogenic programme. Regulation of myogenic progenitor cell behaviour, both at the level of signalling pathways and of transcriptional control, is modulated by balanced up- and down-regulation of genes that lie genetically downstream of *Pax3*.

## Methods

### Mouse lines

The following mouse lines were used: *Pax3^GFP/+^*, *Pax3^PAX3-FKHR-IRESnlaZ/+ ^*(referred to as *Pax3^PAX3-FKHR/+^*), *Pax3^Pax3-En-IRESnlacZ/+ ^*(referred to as *Pax3^Pax3-En/+^*), *Pax3^nLacZ/+^, Hdac5^nlacZ/+^*, *Sprouty1^lacZ/+^*, *Gremlin1^+/- ^*and the *PGK-Cre *transgenic line. Embryos were genotyped as described previously: *Pax3^GFP/+ ^*[6,10], *Pax3*^*PAX3-FKHR *^and *Pax3*^*nLacZ *^[9], *Pax3^Pax3-En ^*[10], *PGK-Cre *[22], *Hdac5^nlacZ/+ ^*[76], *Sprouty1^lacZ/+ ^*[33], *Gremlin1^+/- ^*[54]. The targeted *Pax3 *lines used in this analysis have been bred for many generations on a C57 BL6/DBA2 genetic background.

For the screen, *Pax3^GFP/+ ^*mice were crossed with *PGK-Cre *transgenic mice to obtain *Pax3^GFP/+^*; *PGK-Cre *females. These females were crossed with *Pax3^PAX3-FKHR-IRESnlacZ/+ ^*males to obtain embryos with one *Pax3^GFP ^*allele and one floxed *Pax3^PAX3-FKHR-IRESnlacZ ^*allele [9].

### Preparation of embryonic material for *in situ *gene expression and micro-array analysis

Embryos were collected after natural overnight mating and dated, taking Embryonic day (E) 0.5 as the day after the appearance of the vaginal plug. Briefly, embryos were fixed in 4% para-formaldehyde at 4°C, overnight for *in situ *hybridization, 2 hours for immuno-detection and 15 minutes for X-Gal staining.

Embryos were dissected in DMEM medium. For tissue preparation from E9.5 embryos, somites were dissected from the interlimb region and the more hypaxial domain separated from the neural tube and epaxial extremity of the somites. An effort was made to take the epithelial dermomyotome, viewed by Pax3-GFP fluorescence under the microscope. The forelimb buds at E10.5 were separated from the adjacent somites under a fluorescence microscope. Only 1000 cells were collected per limb bud from a *Pax3*^*GFP/+ *^embryo, so that a total of 490 embryos were dissected, 125 of which were *Pax3^PAX3-FKHR/GFP ^*and 107 were *Pax3^GFP/+^*. The genotype was revealed by GFP fluorescence and characteristic head and neural tube abnormalities in *Pax3^PAX3-FKHR/GFP ^*embryos [9], as well as by β-galactosidase activity shown by X-gal staining of the rest of the embryo (from the *Pax3*^*PAX3-FKHR *^allele). The limb buds and hypaxial somites were pooled according to their genotype and then dissociated by passage through a 2 ml syringe and filtered before the flow cytometry sorting.

Triplicate samples of each population were prepared, representing a starting material of a minimum of 100,000 cells per sample. GFP+ cells were separated by flow cytometry using a MoFlo cell sorter (Beckman-Coulter USA). The gates for positive and negative GFP cells were determined using an equivalent sample isolated from wild type embryos. Analysis was done with the Summit software version 3.4.

### RNA isolation and microarray analysis

Total RNA was extracted and purified after DNase 1 (Amersham) treatment using the RNeasy Mikro kit (Qiagen). RNA and cRNA quality was monitored on Agilent RNA Pico LabChips (Agilent). cRNA obtained from 100 ng of RNA was amplified by using the GeneChip Expression Two-Cycle 3'amplification system (Affymetrix). Fragmented biotin-labeled cRNA samples were hybridized on GeneChip Mouse Genome 430_2 arrays, according to the manufacturer's protocol (http://www.affymetrix.com/support/downloads/manuals/expression analysis technical manual.pdf). The Affymetrix 430.2.0 mouse array that contains 45,000 probe sets was used. Each probe set consists of 22 probes of 25 bp, with 11 perfect matches and 11 mismatches. For each experimental group (*Pax3^+/+^*, *Pax3^GFP/+ ^*and *Pax3^PAX3-FKHR/GFP^*), three biological replicates were hybridized. The generation of cell intensity files and the quality control of hybridizations were performed with GeneChip Operating Software (Affymetrix).

### Statistical analysis of microarray data

Statistical analyses of data were performed as described previously [31].

Raw data were pre-processed using the Robust Multichip Analysis (RMA) algorithm in order to correct the background, to adjust the intensity distribution over the arrays and to convert probe intensity summarisation into a unique probe set signal. Unreliable probe-sets called "absent" by Affymetrix GCOS software for at least 2 GeneChip out of 3 were discarded. Local Pooled Error (LPE) tests [23] were performed in order to identify significant differences in gene expression between Pax3-GFP positive cells from *Pax3^PAX3-FKHR/GFP ^*and *Pax3^GFP/+ ^*embryos on the one hand and between GFP+ and GFP- samples from *Pax3^GFP/+ ^*embryos on the other hand. The Benjamini-Hochberg (BH) multiple correction test [24] was applied to control for the number of false positive with an adjusted 5% statistical significance threshold. The fold changes of the differentially expressed genes after p-value adjustement were analyzed by filtering the data set with a threshold of 1.5 (Log2 ratio = 0.5). Significantly regulated genes in *Pax3^PAX3-FKHR/GFP ^*samples, that are common to both limb and somite extracts, are represented in Additional file 2 Table S1. Transcripts that are specifically up- or down-regulated in the limb or in the trunk, respectively, are referred to as "somite only" in Additional file 2 Table S2 and "limb only" in Additional file 2 Table S3.

Genes that are specifically transcribed in the GFP positive fraction (absent in GFP negative fraction) are represented in Additional file 3 Table S4, again as common to somites and limbs (A), somite specific sequences (B) and limb specific sequences (C).

### Accession Numbers

The complete microarray data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE22041 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE22041).

### In situ hybridization

Whole-mount *in situ *hybridizations with digoxigenin-labeled probes were performed as described in [77]. *In situ *hybridization for *Pax7 *transcripts was carried out as described in [12] and for transcripts of *Foxc2 *as described in [21]. The *Tbx3 *probe was as described in [27]. The *Zic1 *probe was synthesized using the image clone Image 4314316 (Open Biosystems) and linearised by EcoR1 and transcribed using T3 polymerase. The mouse *Grem1 *cDNA (containing the complete coding region and 3-UTR) was isolated by RT-PCR from cDNA of RNA prepared from C57BL/6 mouse embryos at E9.5. The *Grem1 *cDNA was subcloned into pBS digested with EcoRl and BamHl and transcribed using T3 polymerase for *in situ *hybridization.

When needed, the whole-mount stained embryos were embedded into gelatin-sucrose, frozen and sectioned, as described in [19].

### Quantitative and semi-quantitative real-time PCR

RNA was extracted from embryonic material (interlimb somites) and reverse transcribed using SuperScript II kit (Invitrogen) for qRT-PCR and SuperscriptIII kit for semi-quantitative RT-PCR. All PCR reactions were carried out in duplicate (triplicate for the standard curves) using the Power Sybergreen Mix (Applied Biosystems) and a 7500 thermal cycler (Applied Biosystems). All qPCR results are expressed as relative ratios of the target cDNA to *Gapdh *transcripts normalized to that ratio in the reference condition, which always corresponds to heterozygote *Pax3*^*GFP/+ *^embryos. Primers used for detecting specific transcripts were designed with Primer3 (see Additional file 4 Table S5).

### Immunofluorescence

Fluorescent co-immunohistochemistry on sections was carried out as described previously [19]. The following antibodies were used: anti-Zic1 (Abcam, ab7524-25), 1/500; anti-Pax3 (DSHB), 1/250. Images were acquired with Apotome Zeiss and Axiovision 4.6 software at the Pasteur imaging center (Imagopole, Institut Pasteur).

Mouse work was carried out in accordance with the regulations of the French Ministry of Agriculture, as practised by the Ministry accredited mouse animal house of the Pasteur Institute under the supervision of scientists and technicians with the official authorisation to experiment on mice. The authors have paid attention to the ARRIVE and MIQE guidelines, in reporting their work.

## Authors' contributions

ML conducted experiments, discussed results and wrote a first draft. TS conducted and discussed experiments. BR performed the statistical analyses of the data. AC helped with the flow cytometry sorting. JL and AZ provided transgenic embryos. FR made the *Pax3 *alleles and initiated the study when in MB's laboratory and continued to supervise the work of ML thereafter. MB directed the work, discussed results and wrote the manuscript.

The manuscript has been approved by all the authors.

## Supplementary Material

Additional file 1 **Supplementary Figures S1-S3**. Figure S1: Examples of transcript validation and analysis of the expression of *Zic1*, negatively regulated by *Pax3*. (A, B) Examples of the analysis of transcripts in different Pax3-GFP cell populations isolated from *Pax3^GFP/+ ^*embryos at E10.5. (A) RT-PCR analysis of RNA extracted from FACs sorted GFP positive and GFP negative cells from *Pax3*^*GFP/+ *^embryos, as indicated in Figure 1 showing that transcripts for the neural tube markers, *Sox2 *and *Sox10*, which are potential Pax3 targets in neural crest, since the transcripts are enriched in whole somite preparations which include neural tissue. (B) RT-PCR analysis of transcripts in GFP positive cells from the hypaxial versus whole somites of *Pax3*^*GFP/+ *^embryos. *c-Met*, *Six1*, *Sim1 *and *Zic1 *transcripts are shown, with *HPRT *transcripts as a control. *Zic1 *expression is higher in the whole somite preparation, consistent with a more epaxial location. (C) Immunohistochemistry with Zic1 and Pax3 antibodies on a transverse section of an interlimb somite of an E10.5 embryo, showing Zic1 protein mainly detected in Pax3 positive epithelial cells of the epaxial dermomyotome (Ep), as well as in the dorsal neural tube (NT) and in mesenchymal cells between the neural tube and somites. Zic1 is mainly absent from Pax3 positive migratory neural crest in this region. (D, E) Whole mount *in situ *hybridization with a *Zic1 *probe on posterior somites of control *Pax3^GFP/+ ^*(D) and mutant *Pax3^GFP/GFP ^*(E) embryos at E11, showing up-regulation in the absence of Pax3. Cell death is extensive in the hypaxial domain of more anterior somites by this stage, but despite some loss of cells in immature posterior somites, *Zic1 *hybridisation is still higher in the *Pax3 *mutant. (F, G) Transverse sections of immature posterior somites from *Pax3^GFP/+ ^*(F) and *Pax3^GFP/GFP ^*(G) embryos at E11. In this tail region, immature somites have not yet undergone cell death. In the control (F), transcripts are concentrated in the more central and epaxial domain whereas in the *Pax3 *mutant (G) they are detected throughout the somite. NT, neural tube. Figure S2: The onset of myogenesis in *Sprouty1 *mutants and reduction of *Sprouty2 *expression in the absence of Pax3. (A-D) Whole mount *in situ *hybridisation on *Sprouty1^lacZ/+ ^*(A, C) and *Sprouty1^lacZ/- ^*(B, D) embryos at E10 (somite stages (ss) are indicated), using *Myf5 *(A, B) and *MyoD *(C, D) probes. FL, forelimb bud. (E, F) *In situ *hybridisation with a *Sprouty2 *probe on E9.5 (E), and with a *Sprouty4 *probe on E10.5 (F), embryos showing interlimb somites and limb buds. There is extensive *Sprouty *expression in the distal limb buds, but positive Sprouty4 positive myogenic progenitors in the proximal forelimb bud are detectable at E10.5 (arrow). Figure S3: Expression of *Gremlin1 *and perturbation of *MyoD *activation in *Gremlin1 *mutant embryos. (A, B, D-I) Whole mount *in situ *hybridisation on wild type (A, B), control (*PGK-Cre*) (D, D'), *Pax3^PAX3-FKHR/+ ^*(E, E'), *Gremlin1^+/- ^*(*Grem1^+/-^*) (F, H) and *Gremlin1^-/- ^*(G, I) embryos at the stages indicated (ss, somite stage), using *Gremlin1 *(Grem1) (A-E'), *Myf5 *(F, G) and *MyoD *(H, I) probes. (C) Transverse section of the embryo shown in (B) at the level indicated by the white bar in (B). Note the expression of *Grem1 *in the hypaxial domain of the dermomyotome (Hyp). NT, neural tube; DA, dorsal aorta; FL, forelimb bud; HL, hindlimb bud. Arrows and arrowheads point to differences in expression in forelimb buds and more posterior somites, respectively. Click here for file

Additional file 2 **Tables S1-S3**. In all tables, the probe name corresponds to the probe set designed by Affymetrix. In some cases, multiple probe sets correspond to the same transcript, the name of which is indicated in the gene title and gene symbol columns. When a probe set has not yet been annotated, a - sign has been assigned or the corresponding Riken number. The Fold change (FC) corresponds to the difference in signal intensities between *Pax3^PAX3-FKHR/GFP ^*and *Pax3^GFP/+ ^*embryos. This number is not on a logarithmic scale. The Adjusted (Adj) p-Value is also indicated. Table S1: Transcripts up-regulated (Table 1S-A) or down-regulated (Table 1S-B) in *Pax3^PAX3-FKHR/GFP ^*(in comparison with *Pax3^GFP/+ ^*embryos) in both forelimb and somite extracts. Table S2: Transcripts up-regulated (Table S2-A) or down-regulated (Table S2-B) in *Pax3^PAX3-FKHR/GFP ^*(in comparison with *Pax3^GFP/+ ^*samples) in forelimb buds. Table S3: Transcripts up-regulated (Table S3-A) or down-regulated (Table S3-B) in *Pax3^PAX3-FKHR/GFP ^*(in comparison with *Pax3^GFP/+ ^*samples) in somites. Click here for file

Additional file 3 **Table S4**. Transcripts that are specifically expressed in GFP positive muscle progenitor cells and that are not detected in the GFP negative population of the forelimb bud. This list of transcripts corresponds to myogenic progenitor cell markers. In this table, mean intensity, not fold change ((shown in Tables S1-3), is represented. Click here for file

Additional file 4 **Table S5**. Sequence of reverse (Rev) and forward (Fwd) primers used for semi-quantitative and quantitative PCR. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

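RNA of cells sorted by GFP from mouse forelimb buds at E10.5 was measured on 9 Affymetrix Mouse430_2 arrays, 3 in each of 3 groups: PAX3-FKHR GFP+, control GFP+ and GFP-. The somite arrays are not among the values held, so no value for the somite is given. The values are log2 values per probe set, made by the authors with RMA from two-cycle amplified RNA and taken as deposited: background-corrected, brought to a common intensity distribution and summarised over the probes of a set. The version of RMA is not stated. The table holds no present or absent calls, and no probe set had been filtered out of it. 64 array control probe sets were set aside, and 45037 probe sets were tested. Of these, 34945 map to 1 gene symbol, 932 to several and 9160 to none, and 18193 genes have at least 1 probe set with 1 symbol. Etv1, a Thbs1 probe set and a further Pax3 probe set were named through the study's own tables. Some genes that the study names are not reported here.

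All arrays were fitted in 1 model with limma 3.58.1 in R 4.3.3, with an intensity trend, and 2 contrasts were taken: PAX3-FKHR GFP+ minus control GFP+, and control GFP+ minus GFP-. Probe sets were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, a fold change of 1.414. A gene is represented by its probe set with the highest mean over all arrays. Gene lists, 25 in number, were written from general knowledge of the cell types and pathways. They were tested with camera at a preset correlation of 0.01, and the limb tables of the study were used apart from these. Some list members are also in those tables, so the list results are not fully independent of the study's choice. The genes named are those the study names for the forelimb, some that it names for the somite, the 10 largest changes per direction in each comparison whose arrays do not overlap, and up to 4 members of each list with the smallest adjusted p. The fold changes in the study's tables had been seen when this rule was set. The first components of the array values hold 47.4, 21.2 and 10% of the variance.

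Replicate numbers come from the sample titles, and the descriptions of the control samples also carry the letters A, C and D. After the group means were removed, PAX3-FKHR GFP+ and control GFP+ arrays of the same number correlated by 0.164, 0.472 and 0.287, each best with its own number, so the replicate number was tried as a block. The GFP- arrays do not pair in this way. No statement in the paper says that equal numbers share a day or a litter.

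As alternatives, the arrays were centred on their medians or quantile normalized again, the trend was left out, array weights were used, the replicate number was a block, only the 6 arrays compared were fitted, the fold change threshold was 1.5, none or a log2 fold change of 1, and each array of a comparison was left out in turn. A further 2 fits with the replicate number as a block on the 6 arrays of the PAX3-FKHR comparison, 1 of them without pair 3, were added after the values were seen. Probe sets were filtered at the median of all values on 3 arrays (23539 kept) or on a mean of at least 5 (23398 kept), or those ending in _x_at and _s_at were left out (40508 kept). The study's local pooled error test was rebuilt from its description, with 100 intensity bins and a spline with 10 degrees of freedom. Lists were also tested with an estimated correlation, with fry, with the mean of all probe sets of a gene and with the filter at the median. On simulated data with 100 changed probe sets of each size, limma recovered 87 at a log2 fold change of 1 and 98 at 2. This was for the PAX3-FKHR contrast, with 11 false calls, and the local pooled error test recovered 82 and 100, with 166 false calls. For control GFP+ against GFP- cells, limma recovered 82 and 100, with 16 false calls, and the local pooled error test 84 and 100, with 169. Array weights of the real arrays ran from 0.236 to 2.69, so these figures need not hold for them. With 3 arrays per group, the number of arrays limits the precision. The study's filter on absent calls was left out, since the calls are not held.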

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

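All tests of this part except the counts over other splits of the arrays were chosen after the results were seen.

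Genes higher with PAX3-FKHR in forelimb GFP+ cells that the study's tables and text leave out were singled out as a signal in genes the paper does not discuss. The largest rises are those of Hspa4l, a heat shock protein, at 1.31 (standard error 0.20, adjusted p = 0.0189), the ligand gene Fgf8, at 1.14, Stbd1, at 1.11 (standard error 0.18, adjusted p = 0.0221), Plppr1, at 1.10 (standard error 0.13, adjusted p = 0.0051), AI467606, at 1.06 (standard error 0.13, adjusted p = 0.0051), and Shisa2, at 1.03 (standard error 0.18, adjusted p = 0.0374). They were picked by size after their values were seen, among called probe sets on which the 3 PAX3-FKHR GFP+ arrays lay above the 3 control GFP+ arrays, so that separation is part of the choice. Hspa4l was called higher on 1 of its 5 probe sets, Plppr1 on 1 of 4, AI467606 on 1 of 2 and Shisa2 on 2 of 2. The study left out transcripts absent from control GFP+ cells but seen with PAX3-FKHR. Its absent calls are not held, so whether that rule removed these genes is open. Control GFP+ means (log2) were 3.86 for Hspa4l, 4.6 for Fgf8, 4.85 for AI467606, 5.13 for Plppr1, 6.19 for Stbd1 and 7.59 for Shisa2. The median of all values was 5.11.

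With PAX3-FKHR, 242 probe sets were called over both directions, and control GFP+ against GFP- cells gave 2631. Over the 10 splits of each comparison's 6 arrays into 3 and 3, 1 split, the real one, called as many, and the highest count of the others was 0 with PAX3-FKHR and 0 against GFP- cells. For PAX3-FKHR, the real split and 3 of the others part all 3 pairs of arrays with the same replicate number, while the rest part 1 pair. With 10 splits, a share under 0.05 is out of reach.

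Pax3 in the PAX3-FKHR GFP+ cells stayed above GFP- cells, though 1 of their Pax3 alleles carries PAX3-FKHR and the other GFP. Its 3 probe sets kept 12.2, 12.4 and 12.5% of the control signal over GFP-. Control GFP+ cells mixed into the samples would leave every such gene at least this share of its control signal. Of 39 other probe sets lower with PAX3-FKHR and higher in control GFP+ cells, 18 lay below the lowest Pax3 share on all 3 arrays. Diras2 was at -0.6%. A share over GFP- also depends on the GFP- level, so most of these do not decide the point. Of the whole control signal, Pax3 kept 13.6 to 19.1%, Diras2 7.2%, a further probe set, not named here, 7.4% and Hoxb5os 11.7%. Nearly all the others kept more than 13.6%. The few that kept less come from probe sets chosen for being lower with PAX3-FKHR, and are those with the largest falls among them. Hoxb5os, at -2.93 (standard error 0.35), fell about as far as the second Pax3 probe set, at -2.83 (standard error 0.20). These shares therefore do not decide whether mixing is the source of the Pax3 signal. Transcripts of the targeted alleles cannot be told apart from other sources: the smallest log2 difference to GFP- cells was 1.33, and the largest share kept was 1.031 times the smallest, too even to tell parts of a transcript apart. Cells that express Pax3 from another allele were not tested.

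Control GFP+ replicate 3 stood apart from the other control GFP+ arrays. A sample of another group under this label would bring another group's Pax3 level, but on this array Pax3 lay at least 2.41 (log2) above every array of the other groups, which argues against it. A lower share of all other cell types would lower their markers alike. The limb mesenchyme markers had a median difference of 0.06 (log2) from the other control GFP+ arrays. Of 31 such markers, 13 lay above both of those arrays and 9 below both. For these markers, this argues against a lower share of all other cell types as the whole cause. The blood and macrophage markers were at -1.0, the limb ectoderm markers at -0.67, the endothelium markers at -0.54, the neural crest and glia markers at -0.42 and the muscle differentiation genes at -0.37, so a change in the share of single cell types stays open. The sort for GFP, with gates set on wild type embryos, would remove blood, ectoderm and endothelium cells that carry no GFP, so such a change needs cells that passed the gate. PAX3-FKHR GFP+ replicate 3 was also the lowest of its group, with mean deviations of -0.94 (against -0.27 and 0.40) for the blood and macrophage markers, -0.05 (against 0.27 and 0.59) for the neural crest and glia markers and 0.43 (against 0.71 and 0.79) for the muscle differentiation genes. A source that arrays of 1 replicate number share therefore stays open too, and the study does not say what the numbers share. RNA quality and a biological difference between the pooled embryos were not tested.

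Without a block and on the brightest probe set of each gene, Zic1 alone of the neural markers called higher in control GFP+ than in GFP- cells was called lower with PAX3-FKHR. Others lay below 0 without passing the test. On a probe set other than its brightest, Hes5 was higher in control GFP+ cells, at 1.01 (adjusted p = 0.0037). That probe set was called lower with PAX3-FKHR, at -0.83 (adjusted p = 0.0413). Neurog2 was called lower too with replicate numbers as a block (adjusted p = 0.0414), but not with this block on the 6 arrays compared (adjusted p = 0.0547). Sox2 (adjusted p = 0.0395) and Fabp7 (adjusted p = 0.0202) were called lower in that 6-array fit, which was added after the values were seen. Neural tube cells in the control GFP+ samples alone would make all their markers lower with PAX3-FKHR. Of the 12 neural tube and neuron markers called higher in control GFP+ cells, 7 lay below 0 and 5 above. Of these 5, only Dbx1, which the study lists as raised, was called. Nefl was at 0.79 (standard error 0.24), Nes at 0.54 (0.15), Nefm at 0.30 (0.23) and Elavl4 at 0.19 (0.28), without passing the test. For these markers no fall was seen, which argues against such cells as the whole cause. Such cells as a part of the cause stay open. Fewer neural crest and glia cells in the PAX3-FKHR GFP+ samples cannot be told apart from other sources. The 7 markers called higher in control GFP+ cells had a median of -0.58, with 6 below 0. This median lies between the bounds set for and against fewer such cells. The markers were chosen as high on the same control GFP+ arrays, which by itself draws such values below 0. How far it does so for this median was not tested. The sort for GFP would keep neural crest cells that express Pax3. Regulation of these genes within the cells by PAX3-FKHR was not tested.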

How the results depend on the processing

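The alternatives were set beforehand, except the replicate block fitted on 6 arrays only, with and without pair 3, which was added after seeing the data. Where a value differs below, the cause was not tested, unless a stricter threshold or fewer arrays give it by construction. With PAX3-FKHR, probe sets called higher (178) numbered 268 with the rebuilt local pooled error test, 82 with only the 6 arrays compared, 337 with array weights, 281 with the block on 6 arrays, 443 with pair 3 also left out, and 73 to 133 with 1 of the 6 arrays compared left out. Those lower (64) numbered 22 with the 6 arrays, 151 with array weights, 141 with pair 3 left out and 25 to 59 with 1 array left out. Control GFP+ against GFP- cells gave 1254 higher probe sets with array weights, 368 at a log2 fold change of at least 1 and 472 to 905 with 1 array left out (all arrays: 827), and 1101 and 1070 to 1882 lower ones (all arrays: 1804). Of the study's forelimb probe sets, 89 were called with the 6 arrays and 83 to 130 with 1 array left out (all arrays: 152). Called in both comparisons were 59 with the 6 arrays, 263 with array weights, 78 at a log2 fold change of at least 1 and 63 to 116 with 1 control GFP+ array left out (all arrays: 128). Gene lists called with PAX3-FKHR fell from 7 to 2 with an estimated correlation and 2 with fry, which tests a list against no change and not against the other genes, and against GFP- cells from 14 to 4 with an estimated correlation. The counts stayed within 1.5 times under median centring, quantile normalization, no trend, the filters, a fold change of 1.5 or none, and without _x_at and _s_at probe sets.

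Over the 703 probe sets examined singly, 664 to 683 kept their call, or their lack of one, with PAX3-FKHR and 639 to 664 against GFP- cells when 1 array was left out, 675 and 665 with the 6 arrays compared, 666 and 621 with array weights, and 662 and 610 with the local pooled error test. Among those not called, 45 to 101 changed sign with PAX3-FKHR and 25 to 51 against GFP- cells when 1 array was left out. The only one called on the other side of 0 was Myh7 against GFP- cells, at -0.28 and not called with all arrays, and at 1.00 without GFP- replicate 3 (adjusted p = 0.0198), and it ranged from -1.08 to 1.00 over its alternatives (adjusted p from 0.0198 to 0.898). With replicate numbers as a block, 148 probe sets were higher and 51 lower with PAX3-FKHR, and 13 of the singly examined calls were lost and 7 gained. Control GFP+ and GFP- arrays of 1 number correlate by 0.065, 0.068 and -0.205, and best with replicates 3, 3 and 1, so the block has no ground there; it gave 859 higher and 2314 lower. Array weights gave control GFP+ replicate 3 the lowest weight, 0.236. The number of arrays, 3 per group, limits the precision.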

Differences from the paper's values

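The median GFP- level of the 249 probe sets of Table S4 is 5.79 in the paper's column and 4.26 (log2) on the GFP- arrays. The difference stayed with each array centred on its median and with quantile normalization, the alternatives set before the data were examined that bear on a level, and no alternative brought the values together. In that table, the columns for the GFP+ and the GFP- cells hold identical values in each of the 249 probe sets. These values match the control GFP+ means, with a median of 5.78 and a largest difference of 0.0055 (log2). For the fold changes, 29 of Tables 2 and 3 and 226 of Tables S1 and S2 were compared, and 0 differ.

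The study calls all 226 forelimb probe sets of Tables S1 and S2 changed, and limma calls 152 of them, with all in the tables' direction. The local pooled error test, rebuilt from its description, calls 226 and array weights 187. The study states its threshold as a fold change of 1.5 and as a log2 ratio of 0.5, which is 1.414-fold and the threshold used here. It left out probe sets by absent calls, which are not held. The tables hold 171 higher and 55 lower forelimb probe sets, and limma called 178 and 64 among all probe sets.

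Among the genes reported here, the following are given as changed in the text or in Tables 1 to 3 as well as in the forelimb tables, and limma calls none of their forelimb table probe sets. Spry1 was at 1.35 (adjusted p = 0.0622) and was called with the filter at the median, the filter on the mean, the rebuilt local pooled error test, array weights, the block on 6 arrays without pair 3 (added after the values were seen) and limma without control GFP+ replicate 2 or 3. Sulf1 was at 1.18 (adjusted p = 0.438) and was called with the rebuilt local pooled error test. Myf5 was at 0.93 (adjusted p = 0.471) and was called with the rebuilt local pooled error test, the block on 6 arrays (added after the values were seen) and the block on 6 arrays without pair 3 (also added). Sim2 was at -1.66 (adjusted p = 0.0709) and was called with the rebuilt local pooled error test, array weights, the block on 6 arrays (added after the values were seen) and the block on 6 arrays without pair 3 (also added). Sox2 was at -2.02 (adjusted p = 0.0721) and was called with the rebuilt local pooled error test, array weights, the block on 6 arrays (added after the values were seen), the block on 6 arrays without pair 3 (also added) and limma without PAX3-FKHR GFP+ replicate 2 or 3. Uncx was at 1.75 (adjusted p = 0.242) and was called with the rebuilt local pooled error test, array weights, the block on 6 arrays (added after the values were seen), the block on 6 arrays without pair 3 (also added) and limma without control GFP+ replicate 3. Nhlh2 was at -1.05 (adjusted p = 0.256) and was called with the rebuilt local pooled error test and limma without PAX3-FKHR GFP+ replicate 2. Tet1 was at 1.14 (adjusted p = 0.196) and was called with the rebuilt local pooled error test and limma without control GFP+ replicate 1. Hmx3 was at 1.00 (adjusted p = 0.126) and was called with the rebuilt local pooled error test, array weights and limma without PAX3-FKHR GFP+ replicate 1. Hoxa9 was at -0.86 (adjusted p = 0.206) and was called with the rebuilt local pooled error test and limma without PAX3-FKHR GFP+ replicate 1. Thbs1 was at 1.33 (adjusted p = 0.657) and was called with the rebuilt local pooled error test. Jmjd1c was at 1.37 (adjusted p = 0.228) and was called with the rebuilt local pooled error test, the replicate block, the block on 6 arrays (added after the values were seen) and the block on 6 arrays without pair 3 (also added). The brightest probe set of Sulf1 was called with array weights. For Epha3, Cxcl12, Chrdl1, Tbx3, Nr3c1 and Pax3, limma calls some of the probe sets of these tables and not others. The block on 6 arrays, added after the values were seen, calls 195 of the 226 probe sets, and 208 without pair 3.

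The paper gives an ephrin A ligand and an ephrin B ligand among the genes regulated in somites and limbs alike. Efna5 was at 0.04 (adjusted p = 0.967) and was called under no alternative. Efnb1 was at -0.18 (adjusted p = 0.905) and was called under no alternative. Of the receptors in that statement, Epha7 was called higher, and Epha3 was called lower on its second probe set. Sim1 is given as negatively regulated, and Table 4 lists it for the somites. Sim1 was at -0.79 (adjusted p = 0.113) and was called under no alternative. Of the Hox genes given as down in somites and/or limbs, Hoxa4, Hoxa10 and Hoxb1 were called lower in the forelimb and Hoxa9, Hoxc5, Hoxc6 and Hoxc8 were not. Hoxc5 was at -0.63 (adjusted p = 0.229) and was called with array weights. Hoxc6 was at 0.01 (adjusted p = 0.994) and was called under no alternative. Hoxc8 was at -0.18 (adjusted p = 0.950) and was called under no alternative. Runx1 is given as up in forelimb buds, which holds for the probe set of the tables, but its brightest probe set was at -0.11 (adjusted p = 0.894).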

Other observations

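Most of the genes that were lower with PAX3-FKHR in forelimb GFP+ cells belong to those that mark these cells against their GFP- neighbours. Of the 64 probe sets lower with PAX3-FKHR, 42 were higher in control GFP+ than in GFP- cells, and 3 were lower. Of the 178 probe sets higher with PAX3-FKHR, 75 were also higher in control GFP+ than in GFP- cells, and 8 were lower. Lists of these sizes drawn independently would share 1.18 probe sets in the first case and 3.27 in the second. Both comparisons use the control GFP+ arrays, so a high control value by error makes a gene lower with PAX3-FKHR and higher against GFP- cells. In 100 simulations with such shared arrays and no true difference, the log2 fold changes of the 2 comparisons correlated by -0.50 on average, and the observed ones by -0.209. The pairing of PAX3-FKHR GFP+ and control GFP+ arrays by number (correlations of 0.164, 0.472 and 0.287) is not part of the simulated value. The gap between the 2 values therefore cannot be read exactly. Genes that differ truly in both comparisons were not simulated, so how far the shared arrays raise the first count is left open.

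Outside the study's tables and text, 13 genes were lower with PAX3-FKHR, each on the probe set that was called, and they were looked at after their values were seen. Prdm16, a zinc finger gene, was at -0.85 (standard error 0.13, adjusted p = 0.0159) and Meox2, a homeobox gene, at -0.76 (standard error 0.14, adjusted p = 0.0479). Hes5, a target gene of Notch signalling, was at -0.83 (adjusted p = 0.0413), on a probe set other than its brightest, Pde4b, a phosphodiesterase, at -0.87 (adjusted p = 0.0113), Flrt3 at -0.77 (adjusted p = 0.0381) and the metalloprotease gene Adamts3 at -1.04 (adjusted p = 0.0290). The genes higher with PAX3-FKHR outside the tables, 19 in all, include Mamstr, a coactivator of MEF2 factors, at 0.98 (standard error 0.15, adjusted p = 0.0173), and Pfn2, a profilin, at 0.67 (adjusted p = 0.0257). Prdm16 was called lower on 1 of its 4 probe sets, Pde4b on 1 of 6, and Meox2, Hes5, Flrt3 and Adamts3 each on 1 of 2. Mamstr was called higher on 1 of its 2 probe sets and Pfn2 on 1 of 3. Control GFP+ means (log2) were 4.38 for Mamstr and 10.91 for Pfn2, and the study's filter on absent calls was not repeated.

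The study also names genes that its forelimb tables do not list, and the following had these log2 fold changes with PAX3-FKHR in the forelimb GFP+ cells, none of which passes the test. Myod1 was at 1.16 (adjusted p = 0.609), Myog at 1.04 (adjusted p = 0.645), Myf6 at -0.75 (adjusted p = 0.374) and Mef2c at 0.60 (adjusted p = 0.833). Pax1 was at 0.02 (adjusted p = 0.990), Igf1 at -0.19 (adjusted p = 0.911), Pdgfc at -0.11 (adjusted p = 0.891), Itgb1bp2 at 0.15 (adjusted p = 0.899) and Cxcl15 at -0.14 (adjusted p = 0.788). Eya3 was at -0.06 (adjusted p = 0.963), Eya4 at 0.04 (adjusted p = 0.978), Dach1 at -0.90 (adjusted p = 0.0719), Meis1 at -0.03 (adjusted p = 0.974), Foxc1 at 0.39 (adjusted p = 0.725) and Runx1t1 at -0.38 (adjusted p = 0.735). Mbnl3 was at 1.24 (adjusted p = 0.0639), Timp3 at 0.04 (adjusted p = 0.978), Shroom2 at 0.08 (adjusted p = 0.950), Id1 at -0.76 (adjusted p = 0.779), Id2 at 0.00 (adjusted p = 0.998) and Id4 at 0.26 (adjusted p = 0.807). Dach1 passed the test without control GFP+ replicate 3 (adjusted p = 0.0432), and Mbnl3 without control GFP+ replicate 2 or 3 (adjusted p from 0.0144 to 0.0424). Myog (adjusted p = 0.0294), Dach1 (adjusted p = 0.0365) and Mbnl3 (adjusted p = 0.0307) were called with replicate numbers as a block on the 6 arrays compared, a fit added after the values were seen.

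Against GFP- cells, the control GFP+ cells had higher levels of Myog, at 3.90 (adjusted p = 7.34e-04), Myod1, at 3.33 (adjusted p = 0.0023), Myf6, at 1.59 (adjusted p = 0.0032), and Pdgfc, at 1.13 (adjusted p = 0.0018), and lower levels of Pax1, at -1.88 (adjusted p = 0.0014), and Id4, at -0.82 (adjusted p = 0.0238). Id4 was not called without control GFP+ replicate 1 or 2 or GFP- replicate 2 or 3 (adjusted p from 0.0764 to 0.0835).

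Of the 275 probe sets that the study's Table S3A gives as higher in the somites alone, 202 had a log2 fold change above 0 in the forelimb bud, and 13 were called higher and 0 lower. At an unadjusted p under 0.05 these counts were 87 and 12. Of the 170 of Table S3B, 86 were below 0, with 0 called higher and 5 lower, and 11 and 26 at an unadjusted p under 0.05.

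Beyond the genes named beside the paper's sentences, the largest differences of control GFP+ from GFP- cells include Fabp7, a fatty acid binding protein, at 3.98 (adjusted p = 9.37e-05), Sowahb at 4.29 (adjusted p = 2.32e-05) and Gm2102 at 4.46 (adjusted p = 6.78e-06). On the lower side were Hoxd13 at -2.83 (adjusted p = 0.0053), Hoxd10 at -3.22 (adjusted p = 6.72e-05), Zic5 at -2.88 (adjusted p = 7.14e-04), Trps1 at -2.66 (adjusted p = 0.0016), Afp, alpha-fetoprotein, at -2.71 (adjusted p = 0.0489), Mpo, myeloperoxidase, at -2.86 (adjusted p = 8.61e-05), C130021I20Rik at -2.68 (adjusted p = 1.94e-04) and C130075A20Rik at -2.66 (adjusted p = 0.0016). Afp was not called whichever of the 6 arrays compared was left out (adjusted p from 0.0795 to 0.153).

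With PAX3-FKHR, the lists not given beside a sentence of the paper gave these results. Of 31 limb mesenchyme markers, 0 were called higher and 0 lower, and 31 did not pass the test (0 and 1 adjusted over the list alone, camera adjusted p = 0.679; 4 and 4 at an unadjusted p under 0.05 in limma, 1 and 1 by the rebuilt local pooled error test; 0 and 0 with replicate numbers as a block and 0 and 1 with this block on the 6 arrays compared, added after the values were seen). Of 27 limb ectoderm markers, 2 were called higher and 0 lower, and 25 did not pass the test (2 and 0 adjusted over the list alone, camera adjusted p = 0.0541). The list was called without PAX3-FKHR GFP+ replicate 2 or 3 or control GFP+ replicate 1 or 2 (camera adjusted p from 0.0041 to 0.0427) and with the filter at the median (camera adjusted p = 0.0385). Of 25 endothelium markers, 0 were called higher and 0 lower, and 25 did not pass the test (0 and 0 adjusted over the list alone, camera adjusted p = 0.0015; 0 and 4 at an unadjusted p under 0.05 in limma, 0 and 0 by the rebuilt local pooled error test, adjusted p = 0.876 with an estimated correlation). The list was not called without control GFP+ replicate 2 (camera adjusted p = 0.628). Camera placed the endothelium list lower, with 5 of its log2 fold changes above 0 and 20 below. From Runx1, the paper proposes that Pax3 may prime cells towards an endothelial fate. Of 25 blood and macrophage markers, 0 were called higher and 0 lower, and 25 did not pass the test (0 and 0 adjusted over the list alone, camera adjusted p = 0.287; 0 and 0 at an unadjusted p under 0.05 in limma, 1 and 0 by the rebuilt local pooled error test). The list was called without PAX3-FKHR GFP+ replicate 3 or control GFP+ replicate 2 (camera adjusted p from 0.0027 to 0.0072). Of 33 immediate early and stress genes, 2 were called higher and 0 lower, and 31 did not pass the test (3 and 4 adjusted over the list alone, camera adjusted p = 0.992; 2 and 1 with replicate numbers as a block and 3 and 2 with this block on the 6 arrays compared, added after the values were seen). Of 4 sex-linked genes, 0 were called higher and 0 lower, and 4 did not pass the test (0 and 0 adjusted over the list alone, camera adjusted p = 0.209; 0 and 0 at an unadjusted p under 0.05 in limma, 0 and 0 by the rebuilt local pooled error test). The immediate early gene Jun was at 1.04 (adjusted p = 0.0183), and the genes called in the ectoderm list are Dlx5 and Fgf8. The neural tube and neuron markers were called lower with the mean of all probe sets of a gene (camera adjusted p = 0.0325). Jun was not called without PAX3-FKHR GFP+ replicate 1, 2 or 3 or control GFP+ replicate 1 (adjusted p from 0.0564 to 0.102). Jun was at 1.28 (adjusted p = 0.0077) on another probe set of Tables S1 and S2.

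In control GFP+ against GFP- cells, the signalling and target lists gave these results. Of 31 BMP and TGF beta pathway genes, 3 were called higher and 8 lower, and 20 did not pass the test (3 and 10 adjusted over the list alone, camera adjusted p = 9.64e-06). Of 36 Wnt pathway genes, 5 were called higher and 8 lower, and 23 did not pass the test (5 and 10 adjusted over the list alone, camera adjusted p = 2.49e-04). Of 14 hedgehog pathway genes, 2 were called higher and 3 lower, and 9 did not pass the test (2 and 3 adjusted over the list alone, camera adjusted p = 0.350). Of 22 Notch pathway genes, 5 were called higher and 1 lower, and 16 did not pass the test (6 and 2 adjusted over the list alone, camera adjusted p = 0.0858). The list was called with the filter at the median (camera adjusted p = 0.0395). Of 33 Hox genes, 3 were called higher and 6 lower, and 24 did not pass the test (9 and 7 adjusted over the list alone, camera adjusted p = 0.678). Of 29 FoxO target genes, 5 were called higher and 0 lower, and 24 did not pass the test (5 and 1 adjusted over the list alone, camera adjusted p = 0.925). Of 32 PAX3-FOXO1 targets in rhabdomyosarcoma, 4 were called higher and 3 lower, and 25 did not pass the test (6 and 5 adjusted over the list alone, camera adjusted p = 0.705). Of 30 apoptosis regulators, 1 was called higher and 0 lower, and 29 did not pass the test (1 and 0 adjusted over the list alone, camera adjusted p = 0.0770). The list was called without control GFP+ replicate 2 (camera adjusted p = 0.0297). Camera placed the BMP and the Wnt list lower in the control GFP+ cells.

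The other lists gave these results in the same comparison. Of 34 cell cycle genes, 1 was called higher and 2 lower, and 31 did not pass the test (1 and 2 adjusted over the list alone, camera adjusted p = 0.0019, adjusted p = 0.105 with an estimated correlation). Of 33 immediate early and stress genes, 3 were called higher and 1 lower, and 29 did not pass the test (3 and 6 adjusted over the list alone, camera adjusted p = 0.129). Of 25 endothelium markers, 1 was called higher and 0 lower, and 24 did not pass the test (4 and 0 adjusted over the list alone, camera adjusted p = 0.0141, adjusted p = 0.627 with an estimated correlation). The list was not called without control GFP+ replicate 2 or GFP- replicate 1 (camera adjusted p from 0.256 to 0.487). Of 26 integrin, laminin and matrix genes, 2 were called higher and 4 lower, and 20 did not pass the test (3 and 4 adjusted over the list alone, camera adjusted p = 0.431). Of 15 smooth muscle markers, 2 were called higher and 2 lower, and 11 did not pass the test (2 and 3 adjusted over the list alone, camera adjusted p = 0.838). Of 4 sex-linked genes, 0 were called higher and 0 lower, and 4 did not pass the test (0 and 2 adjusted over the list alone, camera adjusted p = 0.0016; 0 and 3 at an unadjusted p under 0.05 in limma, 0 and 0 by the rebuilt local pooled error test, adjusted p = 0.105 with an estimated correlation). Camera placed the cell cycle and the sex-linked list lower and the endothelium list higher in the control GFP+ cells.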
